# Root Transcriptomic Analysis Reveals Global Changes Induced by Systemic Infection of *Solanum lycopersicum* with Mild and Severe Variants of Potato Spindle Tuber Viroid

**DOI:** 10.3390/v11110992

**Published:** 2019-10-29

**Authors:** Anna Góra-Sochacka, Aneta Więsyk, Anna Fogtman, Maciej Lirski, Włodzimierz Zagórski-Ostoja

**Keywords:** PSTVd, root, auxin, transcriptome, RNA-seq, microarray

## Abstract

Potato spindle tuber viroid (PSTVd) causes systemic infection in plant hosts. There are many studies on viroid-host plant interactions, but they have predominantly focused on the aboveground part of the plant. Here, we investigated transcriptomic profile changes in tomato roots systemically infected with mild or severe PSTVd variants using a combined microarray/RNA-seq approach. Analysis indicated differential expression of genes related to various Gene Ontology categories depending on the stage of infection and PSTVd variant. A majority of cell-wall-related genes were down-regulated at early infection stages, but at the late stage, the number of up-regulated genes increased significantly. Along with observed alterations of many lignin-related genes, performed lignin quantification indicated their disrupted level in PSTVd-infected roots. Altered expression of genes related to biosynthesis and signaling of auxin and cytokinin, which are crucial for lateral root development, was also identified. Comparison of both PSTVd infections showed that transcriptional changes induced by the severe variant were stronger than those caused by the mild variant, especially at the late infection stage. Taken together, we showed that similarly to aboveground plant parts, PSTVd infection in the underground tissues activates the plant immune response.

## 1. Introduction

Viroids are small plant pathogens that consist of non-capsidated circular, single-stranded, and highly structured RNA molecules without protein coding capability [1,2,3,4]. Members of the family *Avsunviroidae* replicate in the chloroplast through a symmetric rolling-circle mechanism. Potato spindle tuber viroid (PSTVd), which is the type member of the family *Pospiviroidae*, replicates via an asymmetric rolling circle mechanism in the nucleus by utilizing host enzymes such as DNA-dependent RNA polymerase II [5,6], RNase [7], and nuclear DNA ligase 1 [8]. Viroids infect higher plants systemically and can cause various disease symptoms similar to those observed during plant viral infection, including stunting, epinasty, chlorosis, and necrosis or malformation of tubers, flowers, and fruits. In addition to environmental conditions, symptom severity depends on both viroid strain and host plant [9]. 

Considering the non-coding capacity of viroid RNA and the results of extensive research on viroid-host/plant interactions, researchers concluded that viroid pathogenesis can be mediated by interaction of viroid genome itself or by its genome-derived single-stranded (ss)- or double-stranded (ds)-RNA with host proteins and nucleic acids. However, the exact mechanism of viroid pathogenesis is still unclear and many questions remain unanswered.

Implementation of high-throughput methods, including microarray and RNA-seq technology, enable wide transcriptome profiling, which is very helpful in understanding the molecular basis of plant/host-pathogen interactions. Taking advantage of these technologies, there are many studies about leaf transcriptome analysis during viroid infection in various host plants, including PSTVd [10,11,12,13,14], citrus exocortis viroid (CEVd) [15,16,17], citrus viroid III (CVd-III) [18], peach latent mosaic viroid (PLMVd) [19], hop stunt viroid (HSVd) [20,21], chrysanthemum stunt viroid CSVd) [22], hop latent viroid (HLVd) [23,24], and citrus bark cracking viroid (CBCVd) [23,24,25]. Moreover, there is also data about gene expression alterations in PSTVd-infected tubers [26]. In general, these data revealed global transcriptomic changes triggered by viroid infection. Expression of many genes related to photosynthesis, cell wall structure, hormone metabolism and signaling, RNA regulation, protein modification and metabolism, and defense and stress responses, among others, are altered. 

In the natural environment, plants are vulnerable to various pathogens and therefore developed multiple defense mechanisms, including gene silencing, immune receptor signaling, hormone-mediated defense, protein degradation, and regulation of metabolism [27]. Plants may recognize viral effectors with nucleotide-binding leucine-rich repeat (NB-LRR) domain-containing receptors to induce effector-triggered immunity (ETI), and damage/microbe/pathogen-associated molecular patterns (DAMP/MAMPs/PAMPs) via surface-localized pattern recognition receptors (PRRs) to induce PTI (pattern-triggered immunity). PTI is associated with rapid calcium influx, reactive oxygen species (ROS) production, mitogen activated protein kinase (MAPK) phosphorylation cascades, callose deposition, and defense gene expression [28]. Plants also have long-lasting and broad-spectrum induced systemic acquired resistance (SAR) in which endogenous salicylic acid (SA) play a crucial role. Its accumulation results in transcriptional reprogramming of genes that encode pathogenesis-related (PR) proteins [29]. 

To date, wide transcriptomic research on plant-viroid interactions has focused mainly on the aboveground portion of plants (mainly the leaves). Viroids also accumulate in the roots, organs that are crucial for water and nutrient absorption, storage, and anchoring the plant to the ground. Within the rhizosphere, roots are exposed to a vast and diverse microorganism community, some of which are beneficial and some pathogenic. Recently, studies reported that roots have a robust immune system [30,31,32].

Here, we analyzed transcriptional changes in tomato roots (*Solanum lycopersicum* cv. ‘Rutgers’) triggered by mild (M) and severe (S23) PSTVd strains. We examined transcriptomic changes at three infections time points: early (17 days post-inoculation (dpi)), middle (24 dpi), and late (49 dpi). We used two high-throughput methods: (i) microarrays (for changes at 17, 24, and 49 dpi) and (ii) RNA-seq (for changes at 17 dpi). Besides transcriptomic analysis, we evaluated the lignin content in the root cell wall at 24 and 49 dpi. That data indicated that infection with severe PSTVd promoted greater lignification in comparison to mild PSTVd. 

## 2. Materials and Methods 

### 2.1. Plant Growth and PSTVd Inoculation

Tomato seedlings (*Solanum lycopersicum* cv. ‘Rutgers’) with true leaves were mechanically inoculated using carborundum with a 10-µL solution that contained either 2 µg empty pUC9 vector or recombinant pUC9 with cloned infectious cDNA of the severe (S23; GenBank: X76846) or mild (M; GenBank: X76844) PSTVd variant. Plants were grown in individual pots that contained quartz sands (particle size ~1 mm) in a greenhouse with 16 h light at 28–30 °C and 8 h dark at 25 °C. Once or twice per week, the plants were watered with nutrient solution (pH ~6 and electrical conductivity at 2100 µS/cm). The nutrient solution was prepared by adding to 1 L each of the following solutions to 97 L water: (i) macronutrient stock A (g L-1): Ca(NO3)2, 74; KNO3, 19; FeNa-EDTA, 1.2; (ii) macronutrient stock B (g L-1): K2SO4, 72; MgSO4, 60; H3PO4, 15.3 mL L-1; and (iii) micronutrient supplement (mg L-1): FeSO4, 900; MnSO4, 307; H3BO3, 200; CuSO4∙7H2O, 78; ZnSO4, 120; (NH4)6Mo7O24∙4H2O, 50. 

### 2.2. Lignin Quantification

Protein-free cell wall was prepared according to the method described by [33,34]. Briefly, dry roots were homogenized in a mortar with 50 mM potassium phosphate buffer (pH 7.0). After centrifugation (2000× *g*, 5 min), the pellet was washed several times with: (i) phosphate buffer (pH 7.0), (ii) 1% (*v*/*v*) Triton X-100 in phosphate buffer (pH 7.0), (iii) 1 M NaCl in phosphate buffer (pH 7.0), (iv) distilled water, and (v) acetone. The obtained dry matter (after overnight incubation at 60 °C) was defined as the protein-free cell wall fraction. The lignin content was determined using the acetyl bromide method [34,35]. Five mg protein-free cell wall fraction were incubated with 0.5 mL 25% acetyl bromide (*v*/*v* in glacial acetic acid) at 70 °C for 30 min. Next, the samples were cooled on ice and mixed with 0.9 mL 2 M NaOH and 0.1 mL 7.5 M hydroxylamine-HCl. The volume was adjusted to 10 mL with glacial acetic acid, centrifuged (2000× *g*, 5 min), and the absorbance was measured at 280 nm. A standard curve with lignin (alkali; Sigma-Aldrich 370959) was generated, and the absorptivity (ε) value obtained was 21.4 g-1 L cm-1. The results are expressed as mg lignin g-1 cell wall. The data are expressed as the mean of three independent experiments ± standard deviation. 

### 2.3. RNA Extraction

Whole roots were collected at 17, 24 and 49 dpi and homogenized in a mortar with a pestle and liquid nitrogen. Total RNA was isolated using the RNeasy Plant Mini Kit with on-column DNA digestion (Qiagen, Hilden, Germany), following the manufacturer’s protocol. Additionally, digestion with TURBO™ DNase (Ambion, Austin, TX, USA) was applied to remove DNA traces. RNA quality and integrity were evaluated using a Bioanalyzer 2100 (Agilent Technologies), and the concentration was estimated using a Nano Drop ND-1000 spectrophotometer.

### 2.4. Northern Blot Hybridization

Equal amounts of total RNA (2 µg) isolated from individual roots were separated on a 5% polyacrylamide gel (19:1 acrylamide:N,N’-methylenebisacrylamide) with 8 M urea in Tris-borate-EDTA (TBE) buffer. The separated RNA was transferred to Hybond N+ nylon membranes (Roche, Mannheim, Germany) using a Yrdimes semidry transfer system (Wealtec Corp., Meadowvale Way Sparks, NV, USA) and crossed-linked by irradiation with 0.14 J/cm2 UV light. Hybridization and detection was performed using the DIG Northern Starter Kit (Roche), according to manufacturer’s instructions, with a PSTVd-specific digoxigenin-labeled RNA probe (DIG RNA labeling mix; Roche, Mannheim, Germany).

### 2.5. PSTVd Sequencing

Reverse transcription polymerase chain reaction (RT-PCR), direct sequencing of PCR products, and data analysis was performed as described previously [14]. 

### 2.6. Transcriptome Profiling Using Microarrays

Microarray analysis was performed in Corelab (Available online: www.corelab.pl), where Affymetrix technology (https://www.thermofisher.com) and Partek Genomics Suite Software are routinely used. Three biological replicates (three roots) for each treatment (S23, M, or empty pUC9 vector) from each time point (17, 24, or 49 dpi) were processed independently, except that only two roots from S23-infected plants at 17 dpi were analyzed. Analysis was performed using the GeneChip^®^ Tomato Genome 1.0 ST Array (Affymetrix, Santa Clara, CA, USA). All steps were performed as described previously [14]. Affymetrix probes were aligned to the released version of the tomato genome cDNA sequence ITAG 3.2 (Available online: http://solgenomics.net). Statistical analysis of microarray data was performed as described previously [14] using Partek Genomic Suite v 7 sofware with the use of RMA (robust multiarray averaging). 

The complete datasets of the microarray experiment are available in the NCBI Gene Expression Omnibus (GEO) database repository with accession number GSE111736.

### 2.7. Transcriptome Profiling by RNA-seq

RNA-seq analysis was performed in Corelab (Available online: www.corelab.pl). ERCC RNA Spike-In Mix 1 (Thermo Fisher Scientific) was added as an internal control to each sample. Ribosomal RNA (rRNA) was removed using Ribo-Zero Plant rRNA Removal Kit (Illumina). Libraries were prepared with Ion Total RNA-seq Kit v2 and Ion Xpress RNA-seq Barcode 1-16 Kit, according to user guide. Sequencing template was generated with Ion PI™ Template OT2 200 Kit v3 using an Ion OneTouch™ 2 System. Sequencing was performed on an Ion PI™ chip v2 and Ion Proton™ sequencer using Ion PI™ Sequencing 200 Kit v2 (all Ion Torrent kits and software are trademarks of Thermo Fisher Scientific).

Base calling and adapter trimming was performed automatically by Torrent Suite software. Residual rRNA and ERCC reads were identified and removed using bbsplit and filterbyname scripts from BBTools suite (Brian Bushnell). Reads were aligned to the ITAG3.2 genome using TMAP 5.0.13, with soft clipping from both ends and set to return all the mappings with the best score. Other settings followed Torrent Suite defaults. Unaligned reads were aligned with BBMap (Brian Bushnell). Quantitation to ITAG3.2 transcripts and differential expression analysis was performed in Partek Flow (Partek Inc.) using the Partek GSA algorithm. 

The complete datasets of the microarray experiment are available in the NCBI Gene Expression Omnibus (GEO) database repository with accession number GSE125228.

### 2.8. Functional Annotation of Genes and Pathway Analysis

Gene Ontology (GO) enrichment analysis of differentially expressed genes (DEGs) that exhibited at least two-fold change (FC) and a *p*-value < 0.05, was performed using Blast2GO software [36] with Fischer’s exact test (corrected for multiple testing). GO terms with a false discovery rate (FDR) < 0.05 were considered to be statistically significant.

Pathway annotation was performed using the Kyoto Encyclopedia of Genes and Genomes (KEGG) via the KEGG Automatic Annotation Server (KAAS, Available online: http://www.genome.jp/kegg/kaas/; [37]. The KOBAS software [38] was used to determine the statistical enrichment of DEGs in KEGG pathways. KEGG terms with a corrected *p*-value < 0.05 were considered to be statistically significant. MapMan software [39]; https://mapman.gabipd.org/) was used for pathway visualization of DEGs involved in the PSTVd-plant interaction.

Transcription factors (TFs) and protein kinases (PKs) were identified based on the data deposited at http://bioinfo.bti.cornell.edu/cgi-bin/itak/index.cgi [40]; PK classification was according to [41].

The Venny 2.1.0 online tool (Available online: http://bioinfogp.cnb.csic.es/tools/venny/index.html) was used to create Venn diagrams [42].

### 2.9. NanoString nCounter Analysis

NanoString nCounter multiplex gene expression analysis (NanoString Technologies Inc., Seattle, USA; www.nanostring.com) at the Core Facility Molecular Biology, Medizinische Universität Graz [43,44] was performed to evaluate the level of the selected transcripts and to verify the PSTVd (+) RNA level. An nCounter CodeSet designed for viroid RNA and 3 genes are shown in Supplementary Table S1. For gene expression normalization of the selected DEGs and PSTVd titer, the geometric mean of the expression of three housekeeping genes, namely *alpha glucosidase II* (*gluII*, NM_001247101.2), *glyceraldehyde 3-phosphate dehydrogenase* (*GAPDH*, NM_001247874.2), and *actin* (NM_001321306.1), were used. 

### 2.10. Statistical Analysis

Statistical analysis was performed with Statistica v.12 Software (StatSoft Inc., USA). The results are presented as the mean of three replicates ± standard deviation (SD). Differences were regarded as statistically significant if *p* < 0.05.

## 3. Results

### 3.1. Mild and Severe PSTVd Infection in Tomato Roots

Inoculation of tomato plants with PSTVd-S23 and PSTVd-M leads to development of systemic infection with typical severe and mild symptoms, respectively.

Whole roots for RNA isolation were harvested at 17, 24, and 49 dpi. At the late stage, there were large differences in root growth and development between plants infected with the mild and severe variants (Figure 1A,B). The levels of PSTVd RNA in the infected roots were verified by two methods: Northern blots and Nanostring nCounter analysis. Northern blots indicated a higher level of PSTVd-M than PSTVd-S23 at earlier stages of infection (17 and 24 dpi) (Figure 1D). Nanostring nCounter analysis confirmed these results; however, the observed difference was only statistically significant at 17 dpi (Figure 1C). The presence of the original M and S23 variant sequences was confirmed in root samples (from 24 and 49 dpi) by sequencing the synthesized RT-PCR products. 

### 3.2. Overview of Gene Expression in Roots during PSTVd Infection

Using microarray technology, we performed root transcriptome profiling at 17, 24 and 49 dpi using mock-inoculated, PSTVd-S23- and PSTVd-M-infected plants. 

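RNA-seq covered 9 tomato roots harvested 17 days after inoculation. Of these, 3 came from mock-inoculated plants (empty pUC9 vector), 3 from plants inoculated with PSTVd-M (the mild variant) and 3 from plants inoculated with PSTVd-S23 (the severe variant). Each plant received 2 µg of plasmid, and each root was 1 biological replicate and 1 library. Total RNA was depleted of rRNA, spiked with control RNA and sequenced on an Ion Proton instrument. The authors removed residual rRNA and spike-in reads, aligned the remaining reads with TMAP and BBMap, and quantified ITAG3.2 transcripts in Partek Flow. TMAP was set to return every mapping with the best score, so that reads of near-identical paralogs can be shared between genes. The authors deposited the estimated counts without normalization for 35768 genes. Total counts per library ranged from 10798167 to 14605652 in mock, from 11885840 to 16586138 in PSTVd-M and from 11994185 to 15859972 in PSTVd-S23 roots. Counts were rounded to whole numbers and scaled with the TMM method. edgeR's quasi-likelihood test was applied to the 21637 genes that passed its filter on low counts, which asks for 0.706 CPM (before TMM scaling) in at least 3 libraries. CPM given for genes are edgeR's, which scale counts to the effective library size, and the lowest mean of a tested gene was 0.318 CPM. Of all genes, 2946 had no count in any library. The biological coefficient of variation was 25.6%. A gene counted as changed at an unadjusted p below 0.05 and at least 2-fold, and the number past a Benjamini-Hochberg adjusted p of 0.05 is given beside it. Where a group had no count, the fold is a lower bound against a floor of 3 counts over that group. The count of the other group enters as observed, so that the bound leaves out its counting error. In single libraries, 3 counts correspond to 0.181 to 0.278 CPM, and intervals and floors cover counting error only, because reads without molecular identifiers are not independent molecules. Positions are those of the ITAG3.2 annotation on the SL3.0 genome. With 3 roots per group, an exact permutation test of a single gene cannot pass a threshold of 0.05, so that all tests of single genes borrow information across genes.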

Root samples collected at 17 dpi were also subjected to RNA-seq analysis.

#### 3.2.1. Microarray

In total, 3469 genes were significantly altered (*p* < 0.05 and FC ≤ −2 or ≥ 2) in viroid-infected plants for at least one of the three time points (Table S2; Figure 2 A–C). In both infections, the highest number of DEGs occurred at 49 dpi. Only 95 and 33 genes were consistently altered at all three time points during mild and severe infection, respectively. Based on functional analysis performed in MapMan, for both infections, most of these genes are related to RNA regulation, processing and binding, protein metabolism and modification, and miscellaneous enzymes. 

#### 3.2.2. RNA-seq

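The 9 libraries detected similar numbers of genes, 26548 to 26882 with at least 1 count in mock, 26990 to 27508 in PSTVd-M and 26773 to 27284 in PSTVd-S23 roots. TMM factors lay between 0.963 and 1.04. The 10 most abundant genes took 4.03% to 4.79% of the counts. In a principal component analysis of log2 CPM, the first component held 30.9% of the variance and separated mock from both infections, except that PSTVd-S23 replicate 3 (-29.4) lay between the mock libraries (-61.5 to -42.1) and the other PSTVd-S23 libraries (31.4 and 39.0). The second component (20.9%) separated the PSTVd-S23 libraries from the others. Pearson correlations across genes were 0.972 to 0.976 between mock libraries, 0.960 to 0.973 between PSTVd-M libraries and 0.933 to 0.957 between PSTVd-S23 libraries, and genes are not independent replicates.

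**Figure D1:**
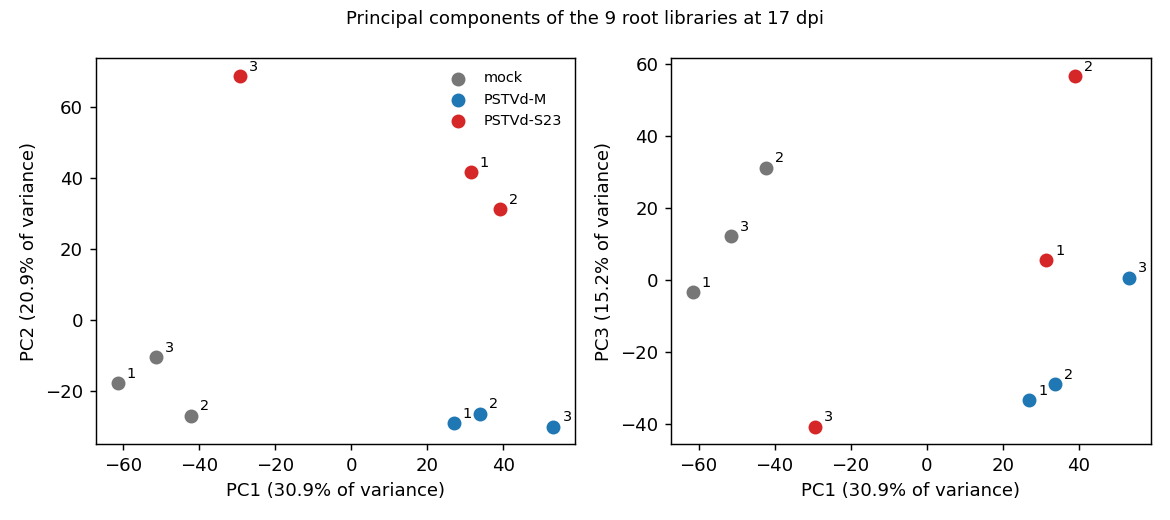
Principal components of the 9 root libraries at 17 dpi, computed from log2 CPM, with each axis labelled by its share of variance. Each point is 1 library, coloured by group and numbered by replicate. PSTVd-S23 replicate 3 lies at -29.4 on the first component, apart from the other PSTVd-S23 libraries at 31.4 and 39.0.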

High-throughput RNA-seq generated 16.26–25.70 million raw reads per sample; three biological replicates were performed for each treatment (PSTV-M, PSTVd-S23, and mock-inoculated plants). After cleaning, 15–23.74 million cleaned reads for each sample were obtained and mapped to the ITAG3.2 genome (Table S3). 

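Of the filtered reads listed by the authors, 68.0% to 73.5% per library were found again as gene counts, with 71.5% to 73.5% in mock, 68.0% to 70.1% in PSTVd-M and 70.8% to 71.9% in PSTVd-S23 roots. The paper's alignment rates for these libraries, 99.1% to 99.4%, and its share of reads with more than 1 best position, 0.642% to 0.786%, refer to the genome, whereas the counts refer to annotated transcripts.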

Table S4 contains the complete list of transcripts (5437) with the cutoff *p* < 0.05. 

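At an unadjusted p below 0.05 with no limit on the fold change, 5488 genes differed from mock in PSTVd-M roots and 5337 in PSTVd-S23 roots, 7843 in either, where 1081.85 per comparison would be reached by chance among the 21637 tested. Leaving out mock replicate 1 lowered the number in either infection to 5962, the largest shift among the alternatives. The authors' deposited table of Partek comparisons, in which 22142 genes are listed, holds 5464 genes below that p in either infection.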

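In PSTVd-M roots 1820 genes changed against mock, 883 higher and 937 lower, and in PSTVd-S23 roots 1705, 763 higher and 942 lower (unadjusted p below 0.05 and at least 2-fold). After adjustment for all tested genes, 1389 (710 higher, 679 lower) and 1225 (684 higher, 541 lower) had an adjusted p below 0.05, and 759 and 623 of them also changed at least 2-fold. The adjusted criterion moved the counts most among the alternatives set in advance. The adjusted counts rest on all mock libraries. Without 1 of them they were 190, 137 and 223 in PSTVd-M roots and 48, 23 and 267 in PSTVd-S23 roots for mock replicates 1, 2 and 3, whereas the unadjusted counts stayed between 1569 and 2007 and between 1462 and 2404 whichever library was left out. Where a single gene is said below to depend on or change with single libraries, only its adjusted p crossed 0.05. Most genes lose their adjusted call in such fits, so that this does not show a gene to rest on that library more than others. For 35.5% of tested genes every PSTVd-M library lay on one side of every mock library, and for 29.7% every PSTVd-S23 library did, against 10% by chance. The authors' deposited table holds 1178 and 1113 genes under the same unadjusted criterion. Of these, 991 and 905 were called here in the same direction and 0 in the opposite one, 47 and 70 were tested with the same sign but not called, and 140 and 138 fell below the filter on low counts. With the GC percentage of the library as a covariate, an alternative chosen after the values were seen, 2907 genes changed in PSTVd-M roots.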

Using the same criteria for *p*- and FC values as for microarray analysis, 1168 and 1101 genes were differentially regulated during mild and severe infection, respectively (Figure 2D,E; Table S4). 

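Of the genes changed in both infections, 24 went in opposite directions, 11 lower in PSTVd-M and higher in PSTVd-S23 roots and 13 the other way. All 24 also differed between PSTVd-S23 and PSTVd-M roots at an unadjusted p below 0.05 and at least 2-fold, and 15 at adjusted p below 0.05. In 20 simulated data sets with unchanged groups and shared mock libraries, 0 to 2 genes were opposite. The number depended on the criterion and on 1 library, with 6 at p below 0.01, 2 at adjusted p below 0.05 and 10 without mock replicate 1. At adjusted p below 0.05 with no limit on the fold, the opposite genes were Solyc02g030300.3, annotated as a serine/threonine-protein kinase, and Solyc11g011590.2, a GRAM domain gene (the first singled out after its values were seen). Solyc02g030300.3 had a log2 fold change of -1.21 in PSTVd-M (adjusted p = 0.0314) and 1.94 in PSTVd-S23 roots (adjusted p = 0.0106). Solyc11g011590.2 (chromosome 11, 4649078 to 4650738) had 10.3 ± 1.90 CPM in mock (SD, n = 3), 27.6 ± 9.08 in PSTVd-M and 1.40 ± 0.584 in PSTVd-S23 roots, log2 fold changes of 1.42 (SE 0.31, adjusted p = 0.0346) and -2.86 (SE 0.36, adjusted p = 0.00960). Solyc11g011590.2 depended on single libraries, as its adjusted p rose above 0.05 in PSTVd-M roots without any one mock library or PSTVd-M replicate 1 or 3 (6.6e-04 to 0.121 over 18 alternatives). The gene lies within 500 kb of Solyc11g011570.1 (chromosome 11, 4638263 to 4639372), which was nearly silent in every PSTVd-M library. Solyc04g050860.2, another of the 24, was itself nearly silent in every PSTVd-M library. For genes in or near such stretches, a difference between the plants is left open below.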

Only eight DEGs were regulated in the opposite direction; intriguingly, most of them were related to the stress response. Four genes (Solyc06g008265, Solyc04g014400, Solyc06g060710, and Solyc01g066457) that were down-regulated by M but up by S23 encoded two leucine-rich repeat (LRR) receptor kinases, nucleotide-diphospho-sugar transferase, and epoxide hydrolase-like protein, respectively. 

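Solyc06g008265.1 (chromosome 6, 2137714 to 2140821) had 7.46 ± 4.19 CPM in mock (SD, n = 3), 0.219 ± 0.130 in PSTVd-M and 31.8 ± 21.0 in PSTVd-S23 roots. For Solyc06g008265.1, the log2 fold change was -5.05 (SE 0.93, adjusted p = 0.0198) in PSTVd-M and 2.10 (SE 0.64, adjusted p = 0.0814) in PSTVd-S23 roots. Solyc06g008265.1 differed between PSTVd-S23 and PSTVd-M roots by a log2 fold change of 7.15 (SE 0.92, adjusted p = 0.0115). At Solyc06g008265.1, the adjusted p rose above 0.05 in PSTVd-M roots without mock replicate 2 or 3 or any one PSTVd-M library (2.9e-08 to 0.205 over 18 alternatives) and fell below 0.05 in PSTVd-S23 roots without PSTVd-S23 replicate 3 (0.0107 to 0.224 over 18 alternatives) and rose above 0.05 in PSTVd-S23 against PSTVd-M roots without any one PSTVd-M library (1.0e-16 to 0.210 over 18 alternatives). Solyc04g014400.3 (chromosome 4, 4642615 to 4686909) had 11.5 ± 4.44 CPM in mock (SD, n = 3), 3.99 ± 0.527 in PSTVd-M and 31.6 ± 19.5 in PSTVd-S23 roots. For Solyc04g014400.3, the log2 fold change was -1.53 (SE 0.50, adjusted p = 0.0925) in PSTVd-M and 1.46 (SE 0.47, adjusted p = 0.0948) in PSTVd-S23 roots. Solyc04g014400.3 differed between PSTVd-S23 and PSTVd-M roots by a log2 fold change of 2.98 (SE 0.51, adjusted p = 0.0378). Solyc04g014400.3 had an adjusted p that fell below 0.05 in PSTVd-M roots without PSTVd-S23 replicate 2 or 3 (0.0186 to 0.259 over 18 alternatives) and fell below 0.05 in PSTVd-S23 roots without PSTVd-S23 replicate 2 (0.0227 to 0.266 over 18 alternatives) and rose above 0.05 in PSTVd-S23 against PSTVd-M roots without mock replicate 2 or 3, any one PSTVd-M library or PSTVd-S23 replicate 1 or 3 (3.1e-07 to 0.152 over 18 alternatives). Solyc06g060710.3 (chromosome 6, 38845409 to 38851909) had 77.3 ± 28.4 CPM in mock (SD, n = 3), 23.7 ± 3.81 in PSTVd-M and 184 ± 92.0 in PSTVd-S23 roots. For Solyc06g060710.3, the log2 fold change was -1.71 (SE 0.42, adjusted p = 0.0443) in PSTVd-M and 1.26 (SE 0.41, adjusted p = 0.0954) in PSTVd-S23 roots. Solyc06g060710.3 differed between PSTVd-S23 and PSTVd-M roots by a log2 fold change of 2.96 (SE 0.43, adjusted p = 0.0205). The call of Solyc06g060710.3 changed with single libraries, as the adjusted p rose above 0.05 in PSTVd-M roots without any one mock library or any one PSTVd-M library (9.2e-04 to 0.177 over 18 alternatives) and fell below 0.05 in PSTVd-S23 roots without PSTVd-S23 replicate 3 (0.0115 to 0.267 over 18 alternatives) and rose above 0.05 in PSTVd-S23 against PSTVd-M roots without any one PSTVd-M library (3.1e-10 to 0.101 over 18 alternatives). Solyc01g066457.1 (chromosome 1, 74289609 to 74291072) had 2.70 ± 1.34 CPM in mock (SD, n = 3), 1.03 ± 0.333 in PSTVd-M and 7.04 ± 1.02 in PSTVd-S23 roots. For Solyc01g066457.1, the log2 fold change was -1.41 (SE 0.43, adjusted p = 0.0761) in PSTVd-M and 1.37 (SE 0.39, adjusted p = 0.0683) in PSTVd-S23 roots. Solyc01g066457.1 differed between PSTVd-S23 and PSTVd-M roots by a log2 fold change of 2.78 (SE 0.42, adjusted p = 0.0237). For Solyc01g066457.1, the adjusted p rose above 0.05 in PSTVd-S23 against PSTVd-M roots without any one PSTVd-M library or PSTVd-S23 replicate 1 (3.2e-07 to 0.114 over 18 alternatives). At Solyc06g008265.1 the 9 counts over the PSTVd-M libraries make the size of the fall uncertain. Within 500 kb of it lies Solyc06g008710.2, nearly silent in every PSTVd-M library, so that a difference between the plants stays open.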

Another four genes (Solyc03g097420, Solyc08g007070, Solyc09g005420, and Solyc11g011600), which encode HVA22-like protein, disease resistance protein RPM1, major latex protein (MLP), and GRAM domain protein/ABA-responsive-like protein, respectively, were induced in M infection but repressed in S23. 

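The HVA22-like gene (Solyc03g097420.3, chromosome 3, 61180973 to 61182538) had 4.20 ± 1.51 CPM in mock (SD, n = 3), 8.82 ± 2.12 in PSTVd-M and 0.959 ± 0.646 in PSTVd-S23 roots. For the HVA22-like gene, the log2 fold change was 1.08 (SE 0.42, adjusted p = 0.144) in PSTVd-M and -2.09 (SE 0.47, adjusted p = 0.0359) in PSTVd-S23 roots. The HVA22-like gene differed between PSTVd-S23 and PSTVd-M roots by a log2 fold change of -3.17 (SE 0.47, adjusted p = 0.0210). The HVA22-like gene depended on single libraries, as its adjusted p rose above 0.05 in PSTVd-S23 roots without any one mock library, PSTVd-M replicate 1 or 2 or PSTVd-S23 replicate 2 (5.4e-04 to 0.122 over 18 alternatives) and rose above 0.05 in PSTVd-S23 against PSTVd-M roots without any one PSTVd-M library (1.4e-08 to 0.0867 over 18 alternatives). The RPM1 gene (Solyc08g007070.2, chromosome 8, 1633851 to 1636052) had 4, 7 and 3 counts in the mock libraries, 7, 33 and 10 in the PSTVd-M libraries and 1, 4 and 1 in the PSTVd-S23 libraries, too few for the filter, so that no test was made. The MLP gene (Solyc09g005420.3, chromosome 9, 304357 to 305536) averaged 10.2 ± 16.8 CPM in mock (SD, n = 3), 92.3 ± 28.2 in PSTVd-M and 0.240 ± 0.0688 in PSTVd-S23 roots. For the MLP gene, the log2 fold change was 3.15 (SE 1.10, adjusted p = 0.113) in PSTVd-M and -5.41 (SE 1.63, adjusted p = 0.0797) in PSTVd-S23 roots. The MLP gene differed between PSTVd-S23 and PSTVd-M roots by a log2 fold change of -8.56 (SE 1.62, adjusted p = 0.0588). At the MLP gene, the adjusted p fell below 0.05 in PSTVd-M roots without mock replicate 1 (3.5e-04 to 0.216 over 18 alternatives) and fell below 0.05 in PSTVd-S23 against PSTVd-M roots without any one mock library (4.6e-05 to 0.152 over 18 alternatives). Its mock level rests on mock replicate 1, which held 441 counts against 6 and 5 in the other mock libraries, and without it the log2 fold change in PSTVd-S23 roots was -0.98.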

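Solyc11g011600.2 (chromosome 11, 4653039 to 4653636), a GRAM domain gene, had 4, 2 and 4 counts in the mock libraries, 19, 8 and 49 in the PSTVd-M libraries and 0, 0 and 0 in the PSTVd-S23 libraries. It did not pass the filter on low counts. In PSTVd-S23 roots it was at least 3.72-fold lower than in mock (2.40 to 4.37 over 17 alternatives) and at least 25.6-fold lower than in PSTVd-M roots. These are lower bounds against 3 counts over the PSTVd-S23 group, and PSTVd-M replicate 3 held 49 of the PSTVd-M counts. Like Solyc11g011590.2, Solyc11g011600.2 lies within 500 kb of Solyc11g011570.1, which was nearly silent in every PSTVd-M library.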

The last of these genes was very strongly down-regulated (FC ~ -609). 

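Genes were ranked by fold change among those at an unadjusted p below 0.05 and at least 2-fold. The absolute log2 fold change of the 30 highest genes lay between 3.82 and 9.19 in PSTVd-M and between 4.16 and 8.16 in PSTVd-S23 roots. For the 30 lowest it lay between 4.60 and 10.67 in PSTVd-M and between 2.96 and 5.41 in PSTVd-S23 roots. Of each 30, 17 and 18 of the highest and 29 and 18 of the lowest had an adjusted p below 0.05. In 2 of the 30 highest genes of each infection mock had no count, and in 8 of the 30 lowest of PSTVd-M the infected libraries had none, so that their fitted folds depend on the prior count. Ranked in the authors' deposited table instead, 26 and 27 of the 30 highest and 14 and 20 of the 30 lowest genes had at most 10 counts in every library.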

We also selected the top 30 genes that were most up- or down-regulated by each PSTVd variant. Some of the down-regulated DEGs in M-infection encode pentatricopeptide repeat (PPR)-like superfamily proteins that are involved in RNA editing, BED zinc finger, lipoxygenase associated with jasmonic acid (JA) metabolism, RING/U-box and F-box family proteins related to protein degradation, AT-rich interactive domain protein involved in RNA regulation of transcription, disease resistance protein, and others. 

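The 5 genes with the largest fitted decrease in PSTVd-M roots at adjusted p below 0.05 had few or no counts there, so that their order depends on the prior count. Solyc12g062200.1 (chromosome 12, 31271176 to 31271488), annotated as a ferredoxin-NADP reductase, was at least 199.9-fold lower (adjusted p = 0.00292). Solyc11g028175.1 (chromosome 11, 20647268 to 20650143), a BED zinc finger gene, was at least 119.6-fold lower (adjusted p = 0.00146). Solyc06g009490.3 (chromosome 6, 3449949 to 3452606), a pentatricopeptide repeat gene, was at a ratio of 0.00266 to mock (95% counting interval 6.72e-05 to 0.0149, adjusted p = 8.6e-04). Solyc06g009425.1 (chromosome 6, 3338188 to 3339433), a GDSL-like lipase gene, was at a ratio of 0.00449 to mock (95% counting interval 5.42e-04 to 0.0163, adjusted p = 0.00113). Solyc11g011570.1 (chromosome 11, 4638263 to 4639372), a RING/U-box gene, was at a ratio of 0.00484 to mock (95% counting interval 5.84e-04 to 0.0176, adjusted p = 8.6e-04). These genes held 0, 0, 1, 2 and 2 counts over the PSTVd-M libraries against 543, 325, 340, 403 and 374 over the mock libraries. In all of them mock replicate 1 lay below the other mock libraries (7.79, 5.37, 4.97, 6.25 and 5.31 CPM, each the lowest of mock). As groups, the annotations moved little. Of 452 tested pentatricopeptide repeat genes 8 were lower and 3 higher in PSTVd-M roots (median log2 fold change -0.13), of 14 BED zinc finger genes 1 and 1 (-0.19) and of 14 lipoxygenase genes 2 and 1 (-0.18). Of 282 F-box genes 9 were lower and 19 higher (0.17), and of 253 RING/U-box genes 14 and 10 (0.048, and -2.8e-04 with upper-quartile normalization). With adjustment (p below 0.05 by edgeR, no limit on the fold), 6 were lower and 3 higher among the pentatricopeptide repeat genes, 1 and 0 among the BED zinc finger genes, 2 and 1 among the lipoxygenase genes, 6 and 13 among the F-box genes and 11 and 17 among the RING/U-box genes.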

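Of the 30 lowest genes in PSTVd-M roots, 2 were also called lower in PSTVd-S23 roots and 8 had the same sign there. Tested directly, 29 differed between PSTVd-S23 and PSTVd-M roots at an unadjusted p below 0.05 and at least 2-fold and 24 at adjusted p below 0.05. Among all tested genes, 17 were nearly silent in every PSTVd-M library and expressed in every mock and PSTVd-S23 library, where the next set of 3 libraries, the mock set, had 2. Relative to the other mock and PSTVd-S23 libraries their median level was 0.447 in mock replicate 1, 0.963 and 1.04 in mock replicates 2 and 3, and 1.07 to 1.25 in the PSTVd-S23 libraries. This set of genes was singled out after the values were seen.

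**Figure D2:**
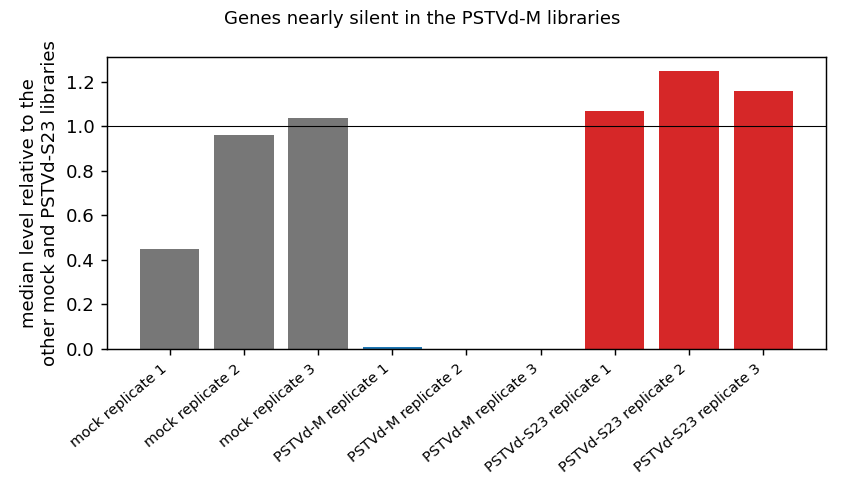
Median level of the 17 genes nearly silent in the PSTVd-M libraries, shown as 1 bar per library and relative to the mean of the other mock and PSTVd-S23 libraries (line at 1). The PSTVd-M libraries lie between 0 and 0.00782, and mock replicate 1 at 0.447.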

Interestingly, this group contained mainly DEGs unique for M infection. 

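Solyc10g080870.3 (chromosome 10, 62183643 to 62186643), annotated as a cytochrome P450, had 32, 149 and 8 counts in the mock libraries, 0, 2 and 1 in the PSTVd-M libraries and 0, 4 and 1 in the PSTVd-S23 libraries. Its log2 fold change in PSTVd-S23 roots was -5.34 (SE 1.23, adjusted p = 0.0393), the largest fitted decrease with an adjusted p below 0.05, and in PSTVd-M roots it was at a ratio of 0.0144 to mock (95% counting interval 0.00294 to 0.0427, adjusted p = 0.0345). Solyc10g080870.3 had an adjusted p that rose above 0.05 in PSTVd-M roots without mock replicate 2 or any one PSTVd-M library (1.4e-04 to 0.109 over 15 alternatives) and rose above 0.05 in PSTVd-S23 roots without mock replicate 2, any one PSTVd-M library or any one PSTVd-S23 library (2.7e-04 to 0.130 over 15 alternatives). Mock replicate 2 held 149 of the counts. Solyc07g006700.1 (chromosome 7, 1559230 to 1559821), a pathogenesis-related gene, had 3.63 ± 0.834 CPM in mock (SD, n = 3), 0.308 ± 0.241 in PSTVd-M and 0.142 ± 0.0153 in PSTVd-S23 roots, a log2 fold change in PSTVd-S23 roots of -4.59 (SE 0.56, adjusted p = 0.00861). The adjusted p of Solyc07g006700.1 rose above 0.05 in PSTVd-S23 roots without mock replicate 2 (1.5e-07 to 0.0527 over 18 alternatives). Its log2 fold change there stayed between -4.72 and -4.34 under these alternatives. For Solyc11g069680.1 (chromosome 11, 54592276 to 54593701), an acyl-transferase gene, the log2 fold change in PSTVd-S23 roots was -3.91 (SE 0.85, adjusted p = 0.0330). For Solyc11g069680.1, the adjusted p rose above 0.05 in PSTVd-S23 roots without any one mock library, PSTVd-M replicate 1 or PSTVd-S23 replicate 2 (0.0106 to 0.116 over 18 alternatives). The vicilin gene (Solyc09g082340.2, chromosome 9, 68517772 to 68520937) had log2 fold changes of -3.89 (SE 0.80, adjusted p = 0.0280) in PSTVd-M and -3.63 (SE 0.78, adjusted p = 0.0326) in PSTVd-S23 roots. the vicilin gene depended on single libraries, as its adjusted p rose above 0.05 in PSTVd-M roots without mock replicate 1 or 2 or any one PSTVd-M library (5.3e-06 to 0.0919 over 18 alternatives) and rose above 0.05 in PSTVd-S23 roots without mock replicate 1 or 2, PSTVd-M replicate 1 or PSTVd-S23 replicate 1 (2.2e-05 to 0.111 over 18 alternatives). Solyc03g083770.1 (chromosome 3, 55133321 to 55133924), a pectin methylesterase inhibitor gene, fell by 3.62 (SE 0.39, adjusted p = 0.00548) on the log2 scale in PSTVd-S23 roots, past adjusted p of 0.05 under every alternative run. As groups, 7 of 102 tested MYB genes were lower and 8 higher in PSTVd-S23 roots (median log2 fold change 0.0015, changing sign to -0.037 with upper-quartile normalization), and of 117 bHLH genes 11 were lower and 11 higher (median -0.13). By edgeR at adjusted p below 0.05, with no limit on the fold, 7 MYB genes were lower and 3 higher and 11 bHLH genes lower and 0 higher.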

The most strongly repressed genes in S23 infection encoded TFs from MYB and basic helix-loop-helix (bHLH) families, carotenoid isomerase, flagellar biosynthesis protein, and DNA-directed RNA polymerase subunit beta, among others. 

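Of the 30 lowest genes in PSTVd-S23 roots, 12 were also called lower in PSTVd-M roots, 23 had the same sign there and 1 was among the 30 lowest of both infections. The direct test between the infections called 19 of the 30 at an unadjusted p below 0.05 and at least 2-fold, but 1 at adjusted p below 0.05. In the authors' deposited table, 9 of the 30 lowest genes were also called in the other infection in the same direction.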

One third of this group of genes was also regulated by the M variant. With regards to the highly up-regulated genes, half of them overlapped in both infections. Among them were genes that code for a bHLH-family TF, transcriptional co-repressor, glyoxylate reductase, NAD kinase, calcium-transporting ATPase, and chlorophyll a-b binding proteins, among others.

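Of the 30 highest genes of each infection, 18 were the same. Of the 30 in PSTVd-M roots 28 were also called higher in PSTVd-S23 roots, and of the 30 in PSTVd-S23 roots 27 were also called higher in PSTVd-M roots. Between the infections 6 and 5 of them differed at an unadjusted p below 0.05 and at least 2-fold, and 1 and 0 at adjusted p below 0.05 by edgeR. Ranked in the authors' deposited table, 13 and 14 of the 30 were called in both infections in the same direction.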

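Solyc10g008840.3 (chromosome 10, 2889589 to 2892022), a Rab family GTPase gene, had 0.597 ± 0.484 CPM in mock (SD, n = 3), 335 ± 118 in PSTVd-M and 1.64 ± 0.173 in PSTVd-S23 roots. It had the largest fitted increase in PSTVd-M roots, a log2 fold change of 9.19 (SE 0.52, adjusted p = 2.4e-04), and changed by 1.53 (SE 0.58, adjusted p = 0.142) in PSTVd-S23 roots. Solyc02g082320.1 (chromosome 2, 46585019 to 46585949), an F-box gene with no count in mock, was at least 16.3-fold higher (adjusted p = 0.0408) in PSTVd-M and at least 32.5-fold higher (adjusted p = 0.0259) in PSTVd-S23 roots. At Solyc02g082320.1, the adjusted p rose above 0.05 in PSTVd-M roots without any one mock library or PSTVd-M replicate 1 or 2 (1.9e-04 to 0.121 over 17 alternatives) and rose above 0.05 in PSTVd-S23 roots without any one mock library (1.0e-05 to 0.0864 over 18 alternatives). Solyc01g090300.2 (chromosome 1, 83839127 to 83839844), an ethylene-responsive transcription factor gene, was in PSTVd-M roots at a ratio of 80.1 to mock (95% counting interval 21.9 to 667, adjusted p = 0.0317). Solyc01g090300.2 had an adjusted p that rose above 0.05 in PSTVd-M roots without any one mock library or PSTVd-M replicate 1 or 2 (2.8e-04 to 0.123 over 18 alternatives). Solyc08g036625.1 (chromosome 8, 10671485 to 10672688), a jasmonate ZIM-domain gene, held 1 count over mock and 100 over each infection, at a ratio of 90.6 to mock (95% counting interval 15.9 to 3612, adjusted p = 0.0418) in PSTVd-M roots and at a ratio of 89.5 to mock (95% counting interval 15.7 to 3570.2, adjusted p = 0.0423) in PSTVd-S23 roots. The call of Solyc08g036625.1 changed with single libraries, as the adjusted p rose above 0.05 in PSTVd-M roots without any one mock library or any one PSTVd-M library (8.6e-04 to 0.151 over 18 alternatives) and rose above 0.05 in PSTVd-S23 roots without any one mock library, PSTVd-M replicate 1 or 2 or PSTVd-S23 replicate 1 or 2 (8.6e-04 to 0.155 over 17 alternatives). SlWRKY46 (Solyc08g067340.3, chromosome 8, 56457272 to 56459265) averaged 0.557 ± 0.145 CPM in mock (SD, n = 3), 29.2 ± 34.1 in PSTVd-M and 38.2 ± 8.20 in PSTVd-S23 roots. For SlWRKY46, the log2 fold change was 5.71 (SE 0.92, adjusted p = 0.0134) in PSTVd-M and 6.08 (SE 0.92, adjusted p = 0.0136) in PSTVd-S23 roots. For SlWRKY46, the adjusted p rose above 0.05 in PSTVd-M roots without any one mock library (1.6e-08 to 0.0951 over 18 alternatives) and rose above 0.05 in PSTVd-S23 roots without mock replicate 1 or 2 (1.3e-09 to 0.0720 over 18 alternatives). Solyc07g056210.3 (chromosome 7, 64185946 to 64187149) and Solyc04g007140.1 (chromosome 4, 860644 to 860953), annotated as a metal transport and a zinc knuckle gene, had ratios to mock of 102 (95% counting interval 28.0 to 851) and 102 (17.9 to 4065) in PSTVd-S23 roots (adjusted p = 0.0461 and 0.0498). Solyc07g056210.3 depended on single libraries, as its adjusted p rose above 0.05 in PSTVd-S23 roots without any one mock library, PSTVd-M replicate 1 or PSTVd-S23 replicate 1 or 2 (0.00654 to 0.157 over 18 alternatives). At Solyc04g007140.1, the adjusted p rose above 0.05 in PSTVd-S23 roots without any one mock library, any one PSTVd-M library or PSTVd-S23 replicate 1 or 3 (0.00122 to 0.218 over 17 alternatives). Solyc06g016750.3 (chromosome 6, 13142427 to 13156513), a nuclear factor Y subunit gene, had log2 fold changes of 4.91 (SE 0.39, adjusted p = 8.6e-04) and 6.02 (SE 0.40, adjusted p = 0.00107), below an adjusted p of 0.05 whichever library was left out. Of 17 tested calcium-transporting ATPase genes 4 were higher in PSTVd-M and 1 in PSTVd-S23 roots, and of 117 bHLH genes 7 were higher and 14 lower in PSTVd-M and 11 higher and 11 lower in PSTVd-S23 roots. Past an adjusted p of 0.05 by edgeR, with no limit on the fold, 1 bHLH gene was higher and 11 lower in PSTVd-M and 0 higher and 11 lower in PSTVd-S23 roots.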

### 3.3. KEGG Pathways Influenced by the Infection Time Course

Genes that were up- or down-regulated during mild or severe infection at particular time points (based on microarray analysis) were subjected to KEGG enrichment analysis; a short list of the enriched pathways is reported in Table 1, while all data appears in Supplementary Table S5. Over twice as many pathways were enriched in the up-regulated compared to the down-regulated gene set. Some pathways were common for M and S23 variants at the same time point, for example, alpha-linolenic acid metabolism and steroid biosynthesis at 17 and 49 dpi, respectively. However, several pathways were only affected in S23 at 49 dpi. Over 70% of the enriched pathways were related to metabolism, for example, ‘Biosynthesis of secondary metabolites’ or ‘Cysteine and methionine metabolism’. Of the 10 pathways that were not correlated to metabolism, four (‘Ribosome’, Spliceosome’, ‘Protein processing in endoplasmic reticulum’, and ‘Proteasome’) relate to genetic information processing, another four (‘Phagosome’, ‘Regulation of autophagy’, ‘Peroxisome’, and ‘Endocytosis’) to cellular processes, one (‘Plant-pathogen interaction’) to organism systems, and one (‘Plant hormone signal transduction’) to environmental information processing. With the exception of two pathways ‘Regulation of autophagy’(down-regulated) and ‘Plant hormone signal transduction’ (variously regulated) ), the 8 other were up-regulated.

### 3.4. Enriched GO Terms Related to Biological Process over the Infection Time Course

To better understand which biological processes (BP category) were affected in roots infected with mild or severe PSTVd at the successive time points, we performed GO enrichment analysis (Figure 3 and Table S6). At 17 dpi, most of overrepresented GO terms in down-regulated genes were common to both infections, for example, cell wall organization or biogenesis. The category ‘response to oxidative stress’ was one of several categories distinguished only in M infection. At 24 dpi, enriched GO terms in S23 infection included those related to regulation of biological processes (including RNA biosynthesis) and those associated with metabolic processes like cellular carbohydrate metabolic process. 

GO terms mainly associated with transcription regulation were enriched in a set of genes up-regulated by M infection at 17 dpi. Intriguingly, some of these categories were already observed in a set of genes down-regulated by S23 at 24 dpi. No enriched GO terms were identified in the group of genes upregulated by S23 at 17 or 24 dpi by either variants. The ‘xyloglucan metabolic process’ that was overrepresented in M- and S23-down-regulated genes was identified in genes up-regulated after S23 infection at 49 dpi. Most of enriched categories at 49 dpi were common for both infections (Figure 3). 

Overall, these data demonstrate overrepresented GO terms related to cell wall biogenesis, organization, and modification were repressed by both PSTVd variants during early infection stages. Comparatively, those related to translation, including such categories as amide biosynthetic process and peptide metabolic process, were activated by these variants during late infection. 

### 3.5. Analysis of DEGs Identified by RNA-seq Analysis

DEGs identified from RNA-seq at 17 dpi were also subjected to gene enrichment analysis (Table S7). Many of the same GO terms, namely those related to cell wall organization, modification, and degradation, were repressed in both infections. 

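As a family, 233 tested cell wall genes were lower, with median log2 fold changes of -0.41 in PSTVd-M (camera adjusted p = 3.5e-08) and -0.56 in PSTVd-S23 roots (adjusted p = 3.9e-16), and 166 and 196 of them had a negative sign. Called lower were 43 and 60 of these genes and called higher 2 and 1. The 30 tested XTH genes (xyloglucan endotransglucosylase/hydrolases) had medians of -0.41 (adjusted p = 8.3e-05) and -0.99 (adjusted p = 5.2e-11), with 8 and 10 called lower and 0 called higher in both infections. camera, with a preset correlation between genes of 0.01, was applied to 11 families in both infections, 22 tests adjusted together, and 18 had an adjusted p below 0.05. fry left out expansins in PSTVd-M roots and WRKY and JAZ genes in both infections from these 18, and with the correlation estimated for each family 2 were left, XTH and auxin response genes in PSTVd-S23 roots. The direction of every family median against mock was the same with TMM, RLE and upper-quartile scaling.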

Another common enriched category was ‘response to stress’, which includes genes that encode peroxidases, defensins, and MLP-like proteins. 

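Of 89 tested peroxidase genes, 27 were lower and 1 higher in PSTVd-M roots and 23 lower and 2 higher in PSTVd-S23 roots, with medians of -0.56 (camera adjusted p = 6.1e-10) and -0.67 (adjusted p = 6.0e-11). Of 19 tested defensin genes, 2 were lower and 2 higher in PSTVd-M and 1 lower and 2 higher in PSTVd-S23 roots, with medians of 0.46 and 0.19. Of 14 tested MLP genes, 4 were lower and 3 higher in PSTVd-M roots, and 3 lower and 2 higher in PSTVd-S23 roots (medians -0.94 and -0.24).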

The GO term ‘oxidation-reduction process’, which contains genes encoding cytochrome P450s, alcohol or aldehyde dehydrogenases, defense-peroxidase CEVI1, and lipid desaturase-like protein (CEVI19), was one of three GO terms exclusively repressed by the M-variant infection. 

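CEVI19 (Solyc12g044950.2, chromosome 12, 61236791 to 61237893) had 847 ± 87.2 CPM in mock (SD, n = 3), 271 ± 25.8 in PSTVd-M and 558 ± 115 in PSTVd-S23 roots. For CEVI19, the log2 fold change was -1.64 (SE 0.16, adjusted p = 0.00213) in PSTVd-M and -0.60 (SE 0.16, adjusted p = 0.0571) in PSTVd-S23 roots. CEVI19 differed between PSTVd-S23 and PSTVd-M roots by a log2 fold change of 1.04 (SE 0.16, adjusted p = 0.0254). CEVI19 had an adjusted p that fell below 0.05 in PSTVd-S23 roots without PSTVd-S23 replicate 3 (0.0129 to 0.178 over 18 alternatives) and rose above 0.05 in PSTVd-S23 against PSTVd-M roots without mock replicate 2 or any one PSTVd-M library (4.7e-06 to 0.119 over 18 alternatives). Of 172 tested cytochrome P450 genes, 24 were lower and 10 higher in PSTVd-M roots (median log2 fold change -0.14) and 14 lower and 14 higher in PSTVd-S23 roots (median 0.042). Between PSTVd-S23 and PSTVd-M roots 15 of them were higher and 3 lower, 5 and 0 at adjusted p below 0.05 by edgeR. Alcohol dehydrogenase genes had medians of -0.25 and 0.22 (23 tested, 2 lower and 1 higher in each infection), and aldehyde dehydrogenase genes medians of 0.10 and 0.048 (17 tested).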

Cell-wall-related categories, including ‘glucan metabolic process’ and ‘external encapsulating structure organization’, were observed only in S23 infection.

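Tested between the infections, cell wall genes were lower in PSTVd-S23 than in PSTVd-M roots by camera (median -0.14, adjusted p = 0.00395), as were XTH genes (median -0.50, adjusted p = 0.00395), whereas fry gave adjusted p = 0.220 and 0.214. Of the cell wall genes, 17 were called lower and 1 higher in PSTVd-S23 roots, and 1 and 0 had an adjusted p below 0.05 by edgeR.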

With regards to up-regulated DEGs, GO enriched terms were indicated only in S23 infection. 

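Of 376 tested protein kinase genes, 64 were higher and 16 lower in PSTVd-S23 roots (median 0.22, camera adjusted p = 8.4e-04) and 36 higher and 26 lower in PSTVd-M roots (median 0.11, adjusted p = 0.169). The medians fell to 0.13 without PSTVd-S23 replicate 1 and to 0.070 without PSTVd-M replicate 3. Tested directly, they were higher in PSTVd-S23 than in PSTVd-M roots by camera (adjusted p = 0.0173) but not by fry (adjusted p = 0.220). Of 195 receptor-like kinase genes, 42 were higher and 13 lower in PSTVd-S23 roots (median 0.17) and 17 higher and 19 lower in PSTVd-M roots (median 0.018, and -0.031 with upper-quartile normalization). Of 66 MAP kinase kinase kinase genes, 7 were higher and 1 lower in PSTVd-S23 roots, and 9 and 1 in PSTVd-M roots.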

The observed categories included ‘protein modification process’, ‘phosphorylation’, ‘multi-multicellular organism process’, or ‘reproduction’, which are predominantly related to genes that encode serine/threonine-protein kinases, receptor-like protein kinases or MAP kinase kinase kinase (MAPKKK), RING/U-box superfamily proteins, and U-box domain-containing proteins.

We also examined DEGs that were exclusively up- or down-regulated by only one of the PSTVd variants (Tables S4 and S7). 

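At an unadjusted p below 0.05 and at least 2-fold, 1063 genes were called in PSTVd-M roots only and 948 in PSTVd-S23 roots only. Of these 2011, 1717 (85.4%) had the same sign in the other infection, where simulated unchanged groups with shared mock libraries gave 83.6% to 91.7%. Of the 2011, 637 differed between PSTVd-S23 and PSTVd-M roots under the same criterion and 77 did so at adjusted p below 0.05.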

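Cel2 (Solyc09g010210.3, chromosome 9, 3596804 to 3602123) had 53.2 ± 11.6 CPM in mock (SD, n = 3), 59.5 ± 19.3 in PSTVd-M and 23.2 ± 18.7 in PSTVd-S23 roots. For Cel2, the log2 fold change was 0.16 (SE 0.54, adjusted p = 0.886) in PSTVd-M and -1.20 (SE 0.55, adjusted p = 0.213) in PSTVd-S23 roots. Cel2 differed between PSTVd-S23 and PSTVd-M roots by a log2 fold change of -1.36 (SE 0.55, adjusted p = 0.333). The call of Cel2 changed with single libraries, as the adjusted p fell below 0.05 in PSTVd-S23 roots without PSTVd-S23 replicate 3 (0.0168 to 0.425 over 18 alternatives). The unadjusted p of Cel2 in PSTVd-S23 roots was 0.0545. Of 25 tested pectin lyase genes, 5 were lower in PSTVd-S23 and 1 in PSTVd-M roots (medians -0.35 and -0.47), and 0 differed between the infections at either threshold by edgeR. Cellulose synthase genes (31 tested) were lower in 8 cases in PSTVd-S23 and 6 in PSTVd-M roots and higher in 0 by edgeR (medians -0.30 and -0.40), and 1 was higher and 1 lower in each infection at adjusted p below 0.05. Of 12 tested glycosyl hydrolase genes, 1 was lower and 1 higher in PSTVd-S23 and 0 lower and 1 higher in PSTVd-M roots (medians 0.099 and 0.12), and at adjusted p below 0.05 1 was lower and 2 higher in PSTVd-S23 and 1 lower and 3 higher in PSTVd-M roots.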

The set of S23-specific down-regulated genes, included one category, ‘carbohydrate metabolic process’, which comprises genes related to cell wall degradation and biosynthesis such as *Cel2*, *glycosyl hydrolase*, pectin lyase, and *cellulose synthase*. Different categories were enriched by up-regulated genes from M and S23 infection. The M variant featured enriched categories related to gene expression, namely TFs from the AP2/ER, basic leucine zipper (bZIP) domain, C2C2, HB, and WRKY families, while the S23 variant enriched genes related to protein modification. 

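Of 63 tested AP2/ERF genes, 9 were higher and 7 lower in PSTVd-M roots (median log2 fold change -0.031) and 7 higher and 11 lower in PSTVd-S23 roots (median -0.16). Between the infections 1 was higher and 6 lower in PSTVd-S23 roots at an unadjusted p below 0.05 and at least 2-fold, and 0 at adjusted p below 0.05 by edgeR. bZIP genes (63 tested) were called higher in 1 and 1 and lower in 2 and 4 cases. Among the transcription factors that the paper lists, 3 of 6 tested C2C2-Dof genes were higher and 2 lower in PSTVd-M roots and 1 higher and 1 lower in PSTVd-S23 roots. Of 4 tested C2C2-GATA genes, 1 was higher and 0 lower in PSTVd-M (median -0.62) and 0 higher and 3 lower in PSTVd-S23 roots (median -1.08). Of 7 tested HB-HD-ZIP genes, 2 were higher and 2 lower in PSTVd-M roots and 2 higher and 1 lower in PSTVd-S23 roots.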

### 3.6. Expression of Hormone-Related DEGs

We observed changes in many transcripts related to hormone biosynthesis, transport, and signaling (Figure 4, Table S8). Auxin is the dominant regulator of lateral root development. Root-generated auxin helps maintain the gradients and maxima required for normal root development [45]. Both microarray and RNA-seq indicated on down-regulation of many genes related to auxin biosynthesis, signaling, and transport. 

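The paper's list of auxin genes holds 30, of which 26 were tested. In this list, 5 genes were higher and 9 lower in PSTVd-M roots and 3 higher and 12 lower in PSTVd-S23 roots at an unadjusted p below 0.05 and at least 2-fold. Past an adjusted p of 0.05 were 7 and 7 over all genes, and 17 and 17 when adjusted over the list alone. The study chose these lists on the same libraries, so that the count adjusted over a list alone is not independent evidence. All 15 and 17 tested genes with a fold in the paper's list had the same sign here. Among 11 tested transport genes, 5 were lower and 1 higher in each infection. Without mock replicate 3 the number called in PSTVd-M roots was 8. The lowest p in PSTVd-S23 roots was at SlLAX3 (Solyc11g013310.2, chromosome 11, 6271944 to 6277173), with log2 fold changes of -0.96 (SE 0.14, adjusted p = 0.0112) in PSTVd-M and -1.05 (SE 0.14, adjusted p = 0.0107) in PSTVd-S23 roots. For SlLAX3, the adjusted p rose above 0.05 in PSTVd-M roots without mock replicate 2 (5.0e-07 to 0.0570 over 18 alternatives) and rose above 0.05 in PSTVd-S23 roots without mock replicate 2 (2.3e-08 to 0.0637 over 18 alternatives). Solyc05g053590.3 (chromosome 5, 64506196 to 64515091), an ABC transporter gene with the lowest p in PSTVd-M roots, had 277 ± 53.6 CPM in mock (SD, n = 3), 103 ± 8.96 in PSTVd-M and 244 ± 17.3 in PSTVd-S23 roots, and differed between the infections (log2 fold change 1.25 (SE 0.15, adjusted p = 0.00851)). Solyc05g053590.3 depended on single libraries, as its adjusted p rose above 0.05 in PSTVd-S23 against PSTVd-M roots without PSTVd-M replicate 1 or 3 (8.6e-10 to 0.0654 over 18 alternatives). The auxin response family held 80 tested genes, matched on auxin-responsive, SAUR, IAA, auxin efflux, PIN and LAX annotations. Its median was -0.17 (camera adjusted p = 0.0309) in PSTVd-M roots, above 0.05 without PSTVd-M replicate 1 or 2 (up to 0.114) and with a median of -0.063 without mock replicate 2 and -0.26 without PSTVd-M replicate 3, and -0.57 (adjusted p = 3.0e-08) in PSTVd-S23 roots. Between the infections the family differed (median -0.29, adjusted p = 1.8e-04 by camera and 0.00656 by fry).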

More DEGs were observed during severe infection, especially at 49 dpi (Figure 4). 

Contrary to auxin, cytokinins (CKs) negatively regulate lateral root formation. Genes related to CK biosynthesis were similarly regulated in both infections (Figure 4). In CK signal transduction, one of the two *histidine-containing phosphotransfer protein (AHP)* genes was up-regulated in M and another was down-regulated in S23 infection. AHPs transmit phosphorylation signals to response regulators (ARRs), which act as transcription factors [46]. 

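The type-A ARR gene Solyc10g079595.1 (chromosome 10, 61231497 to 61233384) had 10.1 ± 0.155 CPM in mock (SD, n = 3), 4.79 ± 2.36 in PSTVd-M and 5.42 ± 2.45 in PSTVd-S23 roots. For Solyc10g079595.1, the log2 fold change was -1.09 (SE 0.42, adjusted p = 0.142) in PSTVd-M and -0.91 (SE 0.42, adjusted p = 0.213) in PSTVd-S23 roots. The unadjusted p of this gene was 0.0270 in PSTVd-M and 0.0544 in PSTVd-S23 roots. SlRRA2 (Solyc02g071220.3, chromosome 2, 41260568 to 41261899) averaged 28.9 ± 6.08 CPM in mock (SD, n = 3), 19.3 ± 1.81 in PSTVd-M and 12.2 ± 2.80 in PSTVd-S23 roots. For SlRRA2, the log2 fold change was -0.58 (SE 0.21, adjusted p = 0.114) in PSTVd-M and -1.24 (SE 0.21, adjusted p = 0.0169) in PSTVd-S23 roots. At SlRRA2, the adjusted p rose above 0.05 in PSTVd-S23 roots without mock replicate 1 or 2 (6.5e-06 to 0.0670 over 18 alternatives).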

Type-A ARRs (Solyc10g079595 and Solyc02g071220) act as negative regulators for the signal transduction pathway; they were down-regulated at 17 dpi. Moreover, the gene *KMD3* (*KISS ME DEADLY*), which encodes another negative regulator of the CK signaling pathway [47], was highly up-regulated at 49 dpi in S23 infection.

RNA-seq analysis confirmed down-regulation of CK signaling pathway genes in both infections and differential regulation of genes related to CK biosynthesis. One of these genes (Solyc06g075090) encodes cytokinin riboside 5’-monophosphate phosphoribohydrolase and was highly up regulated in M infection (FC = 523), while another one (Solyc04g016220) that encodes cis-zeatin O-glucosyltransferase was highly down-regulated (FC = −244) in S23 infection.

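Of the 9 cytokinin genes in the paper's list, 7 were tested. Of these, 1 gene was higher and 1 lower in PSTVd-M roots and 1 higher and 5 lower in PSTVd-S23 roots at an unadjusted p below 0.05 and at least 2-fold. With adjustment, the numbers at p below 0.05 were 2 and 4 over all genes, and 4 and 7 when adjusted over the list alone. Without PSTVd-M replicate 2, 4 were called in PSTVd-M roots. Both tested signaling genes had negative signs in both infections, with median log2 fold changes of -0.84 and -1.40. Solyc03g113720.3 (chromosome 3, 65267395 to 65269445), a response regulator gene with the lowest p in both infections, had 30.0 ± 1.26 CPM in mock (SD, n = 3), 14.0 ± 1.45 in PSTVd-M and 10.1 ± 0.541 in PSTVd-S23 roots, log2 fold changes of -1.10 (SE 0.14, adjusted p = 0.00572) and -1.57 (SE 0.14, adjusted p = 0.00535). In the 5 tested biosynthesis genes 1 was higher and 0 lower in PSTVd-M roots, and 1 higher and 3 lower in PSTVd-S23 roots. Solyc07g006800.1 (chromosome 7, 1645974 to 1647336), annotated as a glycosyltransferase, had log2 fold changes of 1.35 (SE 0.21, adjusted p = 0.0132) in PSTVd-M and 0.62 (SE 0.21, adjusted p = 0.115) in PSTVd-S23 roots, and of -0.73 (SE 0.21, adjusted p = 0.175) between the infections. Solyc07g006800.1 had an adjusted p that rose above 0.05 in PSTVd-M roots without any one mock library or PSTVd-M replicate 1 (1.5e-06 to 0.0593 over 18 alternatives) and fell below 0.05 in PSTVd-S23 roots without PSTVd-S23 replicate 3 (0.0232 to 0.289 over 18 alternatives).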

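Neither gene passed the filter on low counts. Solyc06g075090.3 (chromosome 6, 46732537 to 46737929) had 0, 0 and 0 counts in the mock libraries, 2, 2 and 6 in the PSTVd-M libraries and 2, 2 and 0 in the PSTVd-S23 libraries. Against the floor, it was at least 3.02-fold higher in PSTVd-M roots than in mock (1.83 to 3.56 over 17 alternatives). In PSTVd-S23 roots its ratio to the floor was 1.19, but with 4 counts over these libraries an increase is not certain. Solyc04g016220.3 (chromosome 4, 6987152 to 6988541) had 1, 3 and 0 counts in the mock libraries, 1, 1 and 1 in the PSTVd-M libraries and 0, 0 and 0 in the PSTVd-S23 libraries. In PSTVd-S23 roots it was at least 1.49-fold lower than in mock, and the ratio of PSTVd-M to mock was 0.679 (95% counting interval 0.0995 to 4.01). The lower bound in PSTVd-S23 roots was 0.96 to 2.12 over 15 alternatives, so that a decrease is not certain. Without mock replicate 1 or 2 no bound could be given.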

Genes encode three enzymes, namely S-adenosyl-L-methionine synthetase (SAM1), 1-aminocyclopropane-1-carboxylate (ACC) synthase (ACS), and ACC oxidase (ACO), from the ethylene (ET) biosynthesis pathway were altered prominently by both infections at 49 dpi (Figure 4, Table S8). In the signal transduction pathway, two-times more genes were altered in M compared to S23 infection (all but two were up-regulated). RNA-seq indicated ET biosynthesis repression in both infections and activation of signal transduction pathway.

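All 6 ethylene genes in the paper's list were tested. Of them, 2 genes were higher and 1 lower in PSTVd-M roots and 1 higher and 1 lower in PSTVd-S23 roots at an unadjusted p below 0.05 and at least 2-fold. The numbers at adjusted p below 0.05 were 3 and 1 over all genes, and 4 and 5 when adjusted over the list alone. Of the 2 biosynthesis genes, 1 was lower in each infection, and all 4 signaling genes had positive signs, with medians of 1.13 and 0.91. Without mock replicate 1, 1 gene was called in PSTVd-S23 roots. The ACC oxidase gene aco4 (Solyc02g081190.3, chromosome 2, 45806081 to 45807785) had log2 fold changes of -0.26 (SE 0.18, adjusted p = 0.402) in PSTVd-M and -1.20 (SE 0.18, adjusted p = 0.0136) in PSTVd-S23 roots. The call of aco4 changed with single libraries, as the adjusted p rose above 0.05 in PSTVd-S23 roots without mock replicate 1 or 2 (3.0e-07 to 0.0669 over 18 alternatives). Solyc01g006650.2 (chromosome 1, 1244769 to 1254448), an ETHYLENE INSENSITIVE 3-like gene, changed by 1.01 (SE 0.18, adjusted p = 0.0172) in PSTVd-M and 0.69 (SE 0.18, adjusted p = 0.0534) in PSTVd-S23 roots. For Solyc01g006650.2, the adjusted p rose above 0.05 in PSTVd-M roots without any one mock library or PSTVd-M replicate 1 or 3 (3.1e-05 to 0.0785 over 18 alternatives) and fell below 0.05 in PSTVd-S23 roots without PSTVd-S23 replicate 3 (0.0107 to 0.184 over 18 alternatives).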

The expression of most genes that encode enzymes from the gibberellin (GA) biosynthesis pathway, such as ent-kaurenoic acid oxidase (KAO), GA20-ox, and GA3-ox, as well as those from the signaling pathway, including DELLA and GID1 proteins, were decreased at 49 dpi in both infections. RNA-seq indicated down-regulation of biosynthesis and signaling at 17 dpi in M-infection (Table S8).

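All 3 gibberellin genes in the paper's list were tested. Here, 0 genes were higher and 3 lower in PSTVd-M roots and 0 higher and 0 lower in PSTVd-S23 roots at an unadjusted p below 0.05 and at least 2-fold. The adjusted numbers (p below 0.05) were 1 and 0 over all genes, and 3 and 0 when adjusted over the list alone. In PSTVd-S23 roots all 3 had negative signs (median -0.93), and without PSTVd-S23 replicate 1 or 2, 1 was called. Solyc01g008910.2 (chromosome 1, 2870029 to 2871921), a Scarecrow-like transcription factor gene, had 28.6 ± 2.46 CPM in mock (SD, n = 3), 12.1 ± 1.81 in PSTVd-M and 18.2 ± 6.32 in PSTVd-S23 roots. For Solyc01g008910.2, the log2 fold change was -1.24 (SE 0.24, adjusted p = 0.0220) in PSTVd-M and -0.65 (SE 0.23, adjusted p = 0.123) in PSTVd-S23 roots. The difference between the infections was 0.59 (SE 0.24, adjusted p = 0.332). Solyc01g008910.2 depended on single libraries, as its adjusted p rose above 0.05 in PSTVd-M roots without any one mock library or any one PSTVd-M library (1.5e-04 to 0.0869 over 18 alternatives) and fell below 0.05 in PSTVd-S23 roots without PSTVd-S23 replicate 3 (0.0163 to 0.299 over 18 alternatives).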

During both infections, expression of many ABA biosynthesis and signaling genes were differentially regulated depending on the stage of infection. RNA-seq recognized many variably regulated genes involved in ABA transport upon viroid infection (Table S8).

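All 27 abscisic acid genes in the paper's list were tested. Among them, 9 genes were higher and 6 lower in PSTVd-M roots and 8 higher and 4 lower in PSTVd-S23 roots at an unadjusted p below 0.05 and at least 2-fold. Past an adjusted p of 0.05 were 7 and 7 over all genes, and 16 and 10 when adjusted over the list alone. Of the 12 transport genes, 4 were higher and 3 lower in PSTVd-M and 3 higher and 2 lower in PSTVd-S23 roots. Solyc01g108087.1 (chromosome 1, 95333713 to 95335861), a gene for an abscisic acid responsive element-binding factor, had 7.13 ± 2.28 CPM in mock (SD, n = 3), 17.9 ± 0.627 in PSTVd-M and 24.6 ± 2.77 in PSTVd-S23 roots. For Solyc01g108087.1, the log2 fold change was 1.33 (SE 0.23, adjusted p = 0.0167) in PSTVd-M and 1.79 (SE 0.23, adjusted p = 0.0106) in PSTVd-S23 roots. At Solyc01g108087.1, the adjusted p rose above 0.05 in PSTVd-M roots without mock replicate 2 or PSTVd-M replicate 1 or 3 (8.9e-06 to 0.0570 over 18 alternatives) and rose above 0.05 in PSTVd-S23 roots without mock replicate 2 (4.0e-10 to 0.0527 over 18 alternatives).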

Independent of the PSTVd strain, only a few brassinosteroid (BR)-related genes were altered at 17 and 24 dpi. Contrarily, at 49 dpi, there were significantly more DEGs related to the BR biosynthesis and signaling pathways (especially in S23 infection) and their expression was elevated During both infections, several genes involved in JA biosynthesis and signaling were induced; only a few genes were down-regulated. RNA-seq indicated that at 17 dpi more genes associated with both biosynthesis and signaling were regulated in mild than in severe infection, *LOX3*, which encodes lipoxygenase, was strongly down-regulated (FC = −116), but only by the M variant. 

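LOX3 (Solyc01g006560.3, chromosome 1, 1128398 to 1132897) had 1, 1 and 0 counts in the mock libraries, 0, 0 and 0 in the PSTVd-M libraries and 1, 0 and 0 in the PSTVd-S23 libraries. All groups were under the floor of 3 counts, so that no fold can be given. Of the 16 jasmonic acid genes in the paper's list, 15 were tested. Of those tested, 8 genes were higher and 4 lower in PSTVd-M roots and 5 higher and 2 lower in PSTVd-S23 roots at an unadjusted p below 0.05 and at least 2-fold. With adjustment, the numbers at p below 0.05 were 5 and 3 over all genes, and 14 and 6 when adjusted over the list alone. In PSTVd-S23 roots the number called was 3 without mock replicate 1, 4 without mock replicate 3 and 3 without PSTVd-S23 replicate 2. Solyc10g085200.2 (chromosome 10, 64594003 to 64598875), an acyl-coenzyme A oxidase gene, had log2 fold changes of -0.95 (SE 0.16, adjusted p = 0.0151) in PSTVd-M and -0.080 (SE 0.16, adjusted p = 0.798) in PSTVd-S23 roots. Solyc10g085200.2 had an adjusted p that rose above 0.05 in PSTVd-M roots without mock replicate 1 or 2 (1.4e-05 to 0.0660 over 18 alternatives). loxd (Solyc03g122340.3, chromosome 3, 71702434 to 71708248), encoding lipoxygenase D, changed by 2.68 (SE 0.55, adjusted p = 0.0281) and 2.38 (SE 0.55, adjusted p = 0.0383). The call of loxd changed with single libraries, as the adjusted p rose above 0.05 in PSTVd-M roots without any one mock library or any one PSTVd-M library (6.7e-06 to 0.114 over 18 alternatives) and rose above 0.05 in PSTVd-S23 roots without any one mock library, any one PSTVd-M library or PSTVd-S23 replicate 1 or 2 (1.0e-04 to 0.146 over 18 alternatives). Solyc09g059020.3 (chromosome 9, 53234681 to 53237571), a quinone-oxidoreductase gene, was the listed gene with the lowest p between the infections (adjusted p = 0.0497), with log2 fold changes of 1.18 (SE 0.49, adjusted p = 0.165) in PSTVd-M and -1.82 (SE 0.54, adjusted p = 0.0769) in PSTVd-S23 roots. For Solyc09g059020.3, the adjusted p rose above 0.05 in PSTVd-S23 against PSTVd-M roots without mock replicate 2, any one PSTVd-M library or any one PSTVd-S23 library (7.3e-06 to 0.152 over 18 alternatives). All 12 tested JAZ genes had positive signs in both infections, with medians of 2.39 (camera adjusted p = 8.3e-05) and 2.34 (adjusted p = 0.00501), the latter at 0.47 without PSTVd-S23 replicate 2 (adjusted p = 0.251, and 3.1e-08 to 0.446 over the alternatives).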

We also observed altered expression of genes encoding proteins belonging to salicylic acid (SA) pathway. Both, microarray and RNA-seq indicated on up-regulation of genes that encode regulatory NPR1/NIM1 and PR1 proteins at 17 dpi. 

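Among the NPR1/NIM1 genes, nml1 (Solyc02g069310.3, chromosome 2, 39807499 to 39815116) had 77.5 ± 13.1 CPM in mock (SD, n = 3), 193 ± 51.9 in PSTVd-M and 123 ± 52.1 in PSTVd-S23 roots. For nml1, the log2 fold change was 1.32 (SE 0.31, adjusted p = 0.0408) in PSTVd-M and 0.67 (SE 0.31, adjusted p = 0.215) in PSTVd-S23 roots. nml1 depended on single libraries, as its adjusted p rose above 0.05 in PSTVd-M roots without any one mock library or any one PSTVd-M library (0.00117 to 0.138 over 18 alternatives) and fell below 0.05 in PSTVd-S23 roots without PSTVd-S23 replicate 3 (0.0355 to 0.564 over 18 alternatives). nml2 (Solyc07g044980.3, chromosome 7, 58150418 to 58156416) changed by 0.59 (SE 0.22, adjusted p = 0.132) in PSTVd-M and 0.53 (SE 0.22, adjusted p = 0.170) in PSTVd-S23 roots, less than 2-fold. At nml2, the adjusted p fell below 0.05 in PSTVd-S23 roots without PSTVd-S23 replicate 3 (0.0383 to 0.434 over 18 alternatives). nim1 (Solyc07g040690.3, chromosome 7, 49504503 to 49520041) changed by 0.88 (SE 0.16, adjusted p = 0.0172) and 0.73 (SE 0.16, adjusted p = 0.0322), also less than 2-fold. nim1 had an adjusted p that rose above 0.05 in PSTVd-M roots without any one mock library or PSTVd-M replicate 3 (4.9e-05 to 0.0770 over 18 alternatives) and rose above 0.05 in PSTVd-S23 roots without any one mock library or PSTVd-S23 replicate 1 or 2 (0.00158 to 0.125 over 18 alternatives). The PR1 gene Solyc00g174340.2 (unplaced sequence, 17166163 to 17168118) averaged 20.3 ± 3.59 CPM in mock (SD, n = 3), 24.4 ± 6.08 in PSTVd-M and 282 ± 188 in PSTVd-S23 roots. For Solyc00g174340.2, the log2 fold change was 0.26 (SE 0.48, adjusted p = 0.786) in PSTVd-M and 3.79 (SE 0.53, adjusted p = 0.0118) in PSTVd-S23 roots. Solyc00g174340.2 differed between PSTVd-S23 and PSTVd-M roots by a log2 fold change of 3.53 (SE 0.52, adjusted p = 0.0207). The call of Solyc00g174340.2 changed with single libraries, as the adjusted p rose above 0.05 in PSTVd-S23 roots without mock replicate 1 or 2 (4.8e-13 to 0.0669 over 18 alternatives) and rose above 0.05 in PSTVd-S23 against PSTVd-M roots without any one PSTVd-M library (3.3e-11 to 0.113 over 18 alternatives). Solyc01g106600.2 (chromosome 1, 94312837 to 94313597), another PR1 gene, changed by 1.73 (SE 0.75, adjusted p = 0.187) and 0.63 (SE 0.78, adjusted p = 0.663). Over 9 tested genes annotated as pathogenesis-related 1, the medians were 1.13 (camera adjusted p = 0.260) and 0.83 (adjusted p = 0.00263), with 2 called higher and 0 lower in PSTVd-M and 4 higher and 1 lower in PSTVd-S23 roots by edgeR (0 lower at adjusted p below 0.05). The first median fell to 0.43 without PSTVd-M replicate 3, and the second rose to 1.26 without PSTVd-S23 replicate 2. All 6 salicylic acid genes in the paper's list were tested. In total, 2 genes were higher and 2 lower in PSTVd-M roots and 1 higher and 0 lower in PSTVd-S23 roots at an unadjusted p below 0.05 and at least 2-fold. The numbers at adjusted p below 0.05 were 3 and 2 over all genes, and 4 and 2 when adjusted over the list alone. Without PSTVd-M replicate 2 or PSTVd-S23 replicate 3, 2 were called in PSTVd-S23 roots.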

Contrarily, at 49 dpi genes that encode TGAs TF from bZIP-family, were down-regulated (Table S8).

### 3.7. DEGs That Encode TFs and PKs

TFs and PKs play significant roles in plant growth and development regulation and response to biotic and abiotic stimuli [40,48,49,50,51].

Overall, in microarray analysis, more than 200 DEGs that encode TFs and 100 DEGs that encode PKs were recognized in the infected roots during PSTVd infection. These TFs belong to many families, including AP2/ERF, bHLH, NAC, bZIP, and WRKY, all of which play important roles in plant defense. 

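All 58 annotated WRKY genes were tested. Of these, 10 were higher and 4 lower in PSTVd-M roots and 12 higher and 2 lower in PSTVd-S23 roots, so that 13 genes, or 22.4%, were higher in at least 1 infection. Their median log2 fold change was 0.26 (camera adjusted p = 0.00428) and 0.30 (adjusted p = 8.6e-04), and between the infections they did not differ (adjusted p = 0.644). In PSTVd-M roots the median fell to 0.18 without mock replicate 1 and to 0.11 without PSTVd-M replicate 3 (adjusted p at most 0.0132 with 1 library left out).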

Microarray and RNA-seq indicated that approximately 15% of all known tomato WRKY genes were elevated in our study (Table S9). RNA-seq allowed us to recognize more TFs, mostly from the bHLH, MYB, MYB-related, and GRAS families. Similarly, more PK-encoding genes were identified by RNA-seq at 17 dpi than by microarrays, for example, three genes that encode calcium-dependent protein kinases (CDPKs; Table S9).

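Of the 153 transcription factor genes in the paper's list, 139 were tested. In this group, 53 genes were higher and 53 lower in PSTVd-M roots and 40 higher and 44 lower in PSTVd-S23 roots at an unadjusted p below 0.05 and at least 2-fold. The adjusted numbers (p below 0.05) were 51 and 37 over all genes, and 111 and 88 when adjusted over the list alone. All 110 and 90 tested genes with a fold in the paper's list had the same sign here. Of 16 tested bHLH genes, 5 were higher and 8 lower in PSTVd-M and 5 higher and 6 lower in PSTVd-S23 roots. Of 10 tested MYB genes, 3 were higher and 3 lower in PSTVd-M and 5 higher and 2 lower in PSTVd-S23 roots, and of 7 tested GRAS genes 3 and 3, and 3 and 1. AP2/ERF-ERF genes (19 tested) were higher in 7 and lower in 5 cases in PSTVd-M and higher in 5 and lower in 9 cases in PSTVd-S23 roots.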

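Of the 108 protein kinase genes in the paper's list, 104 were tested. Of these genes, 37 genes were higher and 29 lower in PSTVd-M roots and 50 higher and 26 lower in PSTVd-S23 roots at an unadjusted p below 0.05 and at least 2-fold. Past an adjusted p of 0.05 were 33 and 37 over all genes, and 71 and 82 when adjusted over the list alone. In the RLK-Pelle_DLSV class, 11 of 18 tested genes were higher and 1 lower in PSTVd-S23 roots (7 and 0 at adjusted p below 0.05 by edgeR) and 6 higher and 5 lower in PSTVd-M roots (2 and 3). In the RLK-Pelle_LRR-XII-1 class 5 of 6 were higher and 0 lower in PSTVd-S23 roots (2 and 0 at adjusted p below 0.05 by edgeR), and 0 were called in either direction in PSTVd-M roots (0 at adjusted p below 0.05). Of 21 tested genes annotated as calcium-dependent protein kinases, 3 were higher and 0 lower in each infection (medians 0.12 and 0.24).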

### 3.8. PSTVd Infection Repressed the Expression of Cell-Wall-Related Genes during Early Infection

We observed altered expression of many genes related to cell wall synthesis and remodeling, including genes that encode cellulose synthases, endo-1,4-β-glucanases, COBRA-like proteins, pectin esterases, expansions, arabinogalactan-proteins, and proline-rich proteins (Table S10). Genes associated with degradation (e.g., *pectate lyases* and *polygalacturonases*) were also regulated. In both infections at 17 and 24 dpi, there were many more down-regulated genes, but at 49 dpi, the percentage of up-regulated genes grew significantly. *AGP1* (Solyc02g092790), which encodes arabinogalactan, and *BR1* (Solyc09g092520), which encodes BR-regulated tomato xyloglucan endotransglucosylase/hydrolase (XET), shifted from down- to up-regulated. 

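Of the 78 cell wall genes in the paper's list, 77 were tested. At 17 dpi, 4 genes were higher and 43 lower in PSTVd-M roots and 0 higher and 59 lower in PSTVd-S23 roots at an unadjusted p below 0.05 and at least 2-fold. With adjustment, the numbers at p below 0.05 were 29 and 35 over all genes, and 54 and 70 when adjusted over the list alone. Negative signs were seen in 71 and 73 of the 77, and the median log2 fold changes were -1.08 and -1.33. xth6 (Solyc11g066270.2, chromosome 11, 52295594 to 52298063) had 312 ± 60.2 CPM in mock (SD, n = 3), 55.7 ± 10.8 in PSTVd-M and 81.2 ± 11.9 in PSTVd-S23 roots. For xth6, the log2 fold change was -2.49 (SE 0.20, adjusted p = 8.6e-04) in PSTVd-M and -1.94 (SE 0.20, adjusted p = 0.00548) in PSTVd-S23 roots. Solyc12g006110.2 (chromosome 12, 676232 to 677903), a fasciclin-like arabinogalactan protein gene, changed by -1.83 (SE 0.17, adjusted p = 0.00146) and -1.71 (SE 0.17, adjusted p = 0.00548). xth6 and Solyc12g006110.2 had an adjusted p below 0.05 under every alternative. Solyc07g017600.3 (chromosome 7, 7612895 to 7618188), a pectinesterase gene, changed by 0.17 (SE 0.20, adjusted p = 0.651) in PSTVd-M and -1.16 (SE 0.21, adjusted p = 0.0190) in PSTVd-S23 roots, and by -1.33 (SE 0.21, adjusted p = 0.0270) between the infections. For Solyc07g017600.3, the adjusted p rose above 0.05 in PSTVd-S23 roots without mock replicate 1 or 2 (3.1e-05 to 0.0814 over 18 alternatives) and rose above 0.05 in PSTVd-S23 against PSTVd-M roots without mock replicate 1 or 3, PSTVd-M replicate 1 or 2 or PSTVd-S23 replicate 2 (1.5e-06 to 0.127 over 18 alternatives). AGP1 (Solyc02g092790.3, chromosome 2, 54399306 to 54405346) had 166 ± 30.7 CPM in mock (SD, n = 3), 106 ± 26.8 in PSTVd-M and 82.6 ± 29.9 in PSTVd-S23 roots. For AGP1, the log2 fold change was -0.64 (SE 0.27, adjusted p = 0.165) in PSTVd-M and -1.01 (SE 0.27, adjusted p = 0.0566) in PSTVd-S23 roots. AGP1 depended on single libraries, as its adjusted p fell below 0.05 in PSTVd-S23 roots without PSTVd-S23 replicate 1 (0.00726 to 0.185 over 18 alternatives).

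**Figure D3:**
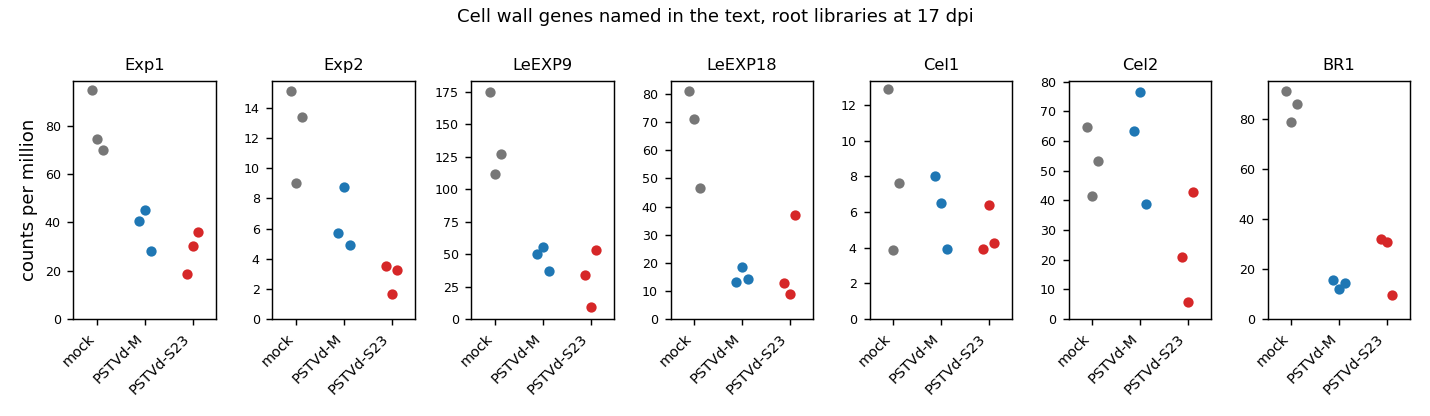
CPM of 7 cell wall genes named in the text in root libraries at 17 dpi. Each point is 1 library and each panel 1 gene on its own scale that starts at 0. For BR1 the mock libraries lie above all PSTVd-M and PSTVd-S23 libraries.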

Down-regulation of cell-wall related genes by both PSTVd variants was confirmed by RNA–seq.

### 3.9. Expression of Lignin-Biosynthesis-Specific Genes and Lignin Quantification

The phenylpropanoid pathway is involved in the synthesis of numerous secondary metabolites, including lignin, iso-flavonoid-phytoalexins, and other phenolic compounds [52]. 

Microarray results demonstrated genes that encode enzymes specific for lignin biosynthesis, and those involved in the general phenylpropanoid pathway, were mostly down-regulated at 17dpi in both M- and S23-infected plants (Figure 5, Table S11). At later infection stages, the changes were variable. 

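4CL (Solyc12g094520.2, chromosome 12, 65716200 to 65720089) had 44.9 ± 5.39 CPM in mock (SD, n = 3), 159 ± 46.9 in PSTVd-M and 163 ± 141 in PSTVd-S23 roots. For 4CL, the log2 fold change was 1.83 (SE 0.53, adjusted p = 0.0682) in PSTVd-M and 1.86 (SE 0.53, adjusted p = 0.0684) in PSTVd-S23 roots. At 4CL, the adjusted p fell below 0.05 in PSTVd-M roots without PSTVd-S23 replicate 2 or 3 (0.00262 to 0.203 over 18 alternatives) and fell below 0.05 in PSTVd-S23 roots without PSTVd-S23 replicate 3 (0.00352 to 0.206 over 18 alternatives). The unadjusted p was 0.00645 and 0.00581. Between the infections the log2 fold change was 0.035 (SE 0.51, adjusted p = 0.989).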

The *4-coumarate:CoA ligase* (*4CL*) transcript level (encoded by Solyc12g094520), which catalyzes the last step in the general phenylpropanoid pathway, was higher in infected compared to control plants starting from 17 dpi. Additionally, RNA-seq analysis showed that three other genes from the lignin specific pathway, namely *cinnamoyl-CoA reductase (CCR)* and two *cinnamyl alcohol dehydrogenase (CADs)*, were up-regulated in S23 infection. 

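CCR (Solyc06g061280.3, chromosome 6, 39392307 to 39395194) had 3.87 ± 0.645 CPM in mock (SD, n = 3), 5.30 ± 1.84 in PSTVd-M and 11.8 ± 1.47 in PSTVd-S23 roots. For CCR, the log2 fold change was 0.45 (SE 0.28, adjusted p = 0.349) in PSTVd-M and 1.60 (SE 0.28, adjusted p = 0.0179) in PSTVd-S23 roots. CCR differed between PSTVd-S23 and PSTVd-M roots by a log2 fold change of 1.15 (SE 0.27, adjusted p = 0.108). CCR had an adjusted p that rose above 0.05 in PSTVd-S23 roots without any one mock library (9.8e-06 to 0.0835 over 18 alternatives). The CAD gene Solyc02g069250.3 (chromosome 2, 39755884 to 39757970) averaged 2.55 ± 0.306 CPM in mock (SD, n = 3), 3.40 ± 0.795 in PSTVd-M and 16.5 ± 8.28 in PSTVd-S23 roots. For Solyc02g069250.3, the log2 fold change was 0.40 (SE 0.41, adjusted p = 0.587) in PSTVd-M and 2.69 (SE 0.41, adjusted p = 0.0136) in PSTVd-S23 roots. Solyc02g069250.3 differed between PSTVd-S23 and PSTVd-M roots by a log2 fold change of 2.29 (SE 0.40, adjusted p = 0.0414). The call of Solyc02g069250.3 changed with single libraries, as the adjusted p rose above 0.05 in PSTVd-S23 roots without mock replicate 1 or 2 (8.6e-08 to 0.0670 over 18 alternatives) and rose above 0.05 in PSTVd-S23 against PSTVd-M roots without any one mock library, any one PSTVd-M library or PSTVd-S23 replicate 1 or 3 (1.4e-05 to 0.152 over 18 alternatives). The other CAD gene (Solyc11g010960.2, chromosome 11, 4006430 to 4010833) had 0, 0 and 0 counts in the mock libraries, 0, 4 and 0 in the PSTVd-M libraries and 10, 4 and 8 in the PSTVd-S23 libraries. It did not pass the filter on low counts. Against the floor, this gene was at least 6.56-fold higher in PSTVd-S23 roots than in mock. In PSTVd-M roots its ratio to the floor was 1.21, but an increase is not certain, because 1 library held its 4 counts.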

In *Arabidopsis*, *CAD-C* and *CAD-D* are the primary genes involved in lignin biosynthesis [53]. At 49 dpi, phenylalanine ammonia-lyase (PAL)- and caffeoyl shikimate esterase (CSE)-encoding genes were up-regulated in S23-infected roots. *p-coumarate 3-hydroxylase (C3H)* and *caffeic acid O-methyltransferase (COMT)* were up-regulated in both S23- and M-infected roots. Moreover at 49 dpi, some of the genes that encode peroxidases, which catalyze the last step of lignin biosynthesis, were up-regulated. 

In addition to transcript analysis, we measured the lignin content in the root cell wall at 24 and 49 dpi. In S23-infected roots, there was a moderate but statistically significant (*p* < 0.001) higher lignin content compared to both M-infected and mock-inoculated plants (Figure 6).

### 3.10. Up-Regulation of Proteasome-Related Genes

Protein degradation by the ubiquitin-proteasome system (UPS) participates in many cellular processes, where it regulates plant growth and development, senescence, embryogenesis, hormonal signaling, plant response, and immunity [54,55]. The highest number of DEGs related to ubiquitin-dependent degradation was observed at 49 dpi. RNA-seq analysis revealed that at 17 dpi most ubiquitin-related genes were up-regulated (mostly by the M variant), data that are consistent with the microarray results (Table S12). 

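Of the 32 ubiquitin-related genes in the paper's list, 31 were tested. Among those, 14 genes were higher and 6 lower in PSTVd-M roots and 6 higher and 3 lower in PSTVd-S23 roots at an unadjusted p below 0.05 and at least 2-fold. The adjusted numbers (p below 0.05) were 14 and 8 over all genes, and 26 and 13 when adjusted over the list alone. Positive signs were seen in 21 genes in PSTVd-M and 20 in PSTVd-S23 roots. Without mock replicate 1, 12 were called in PSTVd-M roots. Solyc03g115920.3 (chromosome 3, 66984355 to 66985412), a RING/U-box gene with the lowest p in PSTVd-S23 roots, had 17.6 ± 3.82 CPM in mock (SD, n = 3), 84.6 ± 18.2 in PSTVd-M and 98.0 ± 43.6 in PSTVd-S23 roots. For Solyc03g115920.3, the log2 fold change was 2.27 (SE 0.33, adjusted p = 0.0113) in PSTVd-M and 2.48 (SE 0.33, adjusted p = 0.0107) in PSTVd-S23 roots. Solyc03g115920.3 had an adjusted p that rose above 0.05 in PSTVd-M roots without mock replicate 1 (7.0e-09 to 0.0532 over 18 alternatives) and rose above 0.05 in PSTVd-S23 roots without mock replicate 1 or 2 (1.9e-10 to 0.0669 over 18 alternatives). Solyc11g011570.1 had the lowest p of the list in PSTVd-M roots, and mock replicate 1 held 5.31 CPM of it against a mock mean of 10.3. The ubiquitin ligase family held 607 tested genes annotated as RING/U-box, U-box domain or F-box. Of these, 36 were higher and 24 lower in PSTVd-M and 21 higher and 11 lower in PSTVd-S23 roots. The medians were 0.13 (camera adjusted p = 0.0159) and 0.12 (adjusted p = 0.0253), the latter above 0.05 without PSTVd-S23 replicate 2 (0.0631, and 0.0146 to 0.118 over the alternatives). The direct test between the infections gave an adjusted p of 0.832.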

### 3.11. Up-Regulation of DEGs Related to Plant-Pathogen Interaction

In the plant-pathogen interaction pathway (ko04626) altogether (from microarray and RNA-seq) 34 and 38 DEGs were identified in M, and S23 infection, respectively. 

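fls2 (Solyc02g070890.3, chromosome 2, 41056266 to 41060789) had 178 ± 34.0 CPM in mock (SD, n = 3), 365 ± 67.3 in PSTVd-M and 269.8 ± 196 in PSTVd-S23 roots. For fls2, the log2 fold change was 1.04 (SE 0.57, adjusted p = 0.289) in PSTVd-M and 0.60 (SE 0.57, adjusted p = 0.554) in PSTVd-S23 roots. The call of fls2 changed with single libraries, as the adjusted p fell below 0.05 in PSTVd-M roots without PSTVd-S23 replicate 3 (0.0104 to 0.496 over 18 alternatives) and fell below 0.05 in PSTVd-S23 roots without PSTVd-S23 replicate 3 (0.0159 to 0.937 over 18 alternatives). PSTVd-S23 replicate 3 held 626 counts of fls2 against 5068 and 6262 in the other PSTVd-S23 libraries. All 8 annotated respiratory burst oxidase genes were tested, 3 with positive and 5 with negative signs in PSTVd-M roots and 4 and 4 in PSTVd-S23 roots (medians -0.15 and -0.14). By edgeR 0 were called in either infection at an unadjusted p below 0.05 and at least 2-fold, and 1 was lower in each at adjusted p below 0.05 with less than a 2-fold change. Solyc08g081690.3, annotated as an NADPH oxidase with the symbol rboh1 and named after its values were seen, was lower by less than 2-fold in PSTVd-M roots (log2 fold change -0.52, adjusted p = 0.0483).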

Except genes encoding flagellin-sensing 2 (FLS2) and respiratory burst oxidase (Rboh) repressed at 17 dpi in mild infection, and calcium binding protein (CML) at 17 dpi (S23 infection), and 24 dpi (M infection), the most of other DEGs were up-regulated (Figure 7). In PTI pathway, genes encoding membrane receptors such as: chitin elicitor receptor kinase 1 (CERK1) and EF-Tu Receptor (EFR), and those encoding components of mitogen-activated protein kinase cascade (MKK1/2, MKK4/5), WRKY33, as well as those link to cytosolic Ca^2+^ (the cyclic nucleotide gated channel (CNGC)) were up regulated. Similarly, many genes from ETI pathway were up-regulated at different stages of mild and severe infection, for example those encoding suppressor of G2 allele of SKP1 (SGT1), enhanced disease susceptibility 1 protein (EDS1), RPM1-interacting protein 4 (RIN4), or serine/threonine-protein kinase PBS1 (Figure 7).

### 3.12. Validation of Microarray and RNA-seq

Correlation between microarrays and RNA-seq for DEGs that were common for both methods was high; the Pearson correlation coefficient was approximately 0.95 for each PSTVd variant (Figure 8). Additionally, 3 genes related to cell wall, amino acid transport, and TF that were classified as DEGs for at least at one time point in both infections were selected for nCounter analysis. 

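The supplementary table of microarray genes used here holds the first 1996 of 3469 probes. Within it, 263 and 294 genes had a value at 17 dpi in PSTVd-M and PSTVd-S23 roots, of which 262 and 292 were tested here. An unadjusted p below 0.05 was reached by 229 and 239 of them, all with the same sign in both methods. Over these genes, the Pearson correlation of log2 fold changes was 0.963 in PSTVd-M and 0.958 in PSTVd-S23 roots, and Spearman's was 0.921 and 0.934. Jackknife standard errors over libraries were 0.0156 and 0.0261. The correlation is across genes, which are not independent replicates, and they were chosen by the microarray. Leaving out PSTVd-S23 replicate 1 lowered the second correlation to 0.935, and including genes above that p lowered the first to 0.941, the largest shifts among the alternatives.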

The mRNA level of each of these selected genes was assayed in samples from both variants collected at each time point regardless of whether the gene was classified as differentially expressed at this time point. The results demonstrated that expression profiles of these selected genes were consistent with those determined by microarray (Figure 9).

## 4. Discussion

In this study, we employed two high-throughput transcriptomic approaches. The first, microarray, is a well-established, reliable system with the potential to provide a rapid overview of transcript level variations. Microarrays are relatively inexpensive compared to RNA-seq. Nevertheless, RNA-seq has many advantages, namely higher gene coverage and increased sensitivity in gene expression monitoring [56]. As expected, RNA-seq identified more transcripts than microarrays (Figure 2). 

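Over all 262 and 292 tested genes that the part of the microarray table used here holds at 17 dpi, with no criterion on the RNA-seq test, the Pearson correlation was 0.941 in PSTVd-M and 0.944 in PSTVd-S23 roots (Spearman 0.904 and 0.909). The sign was the same for 259 and 290 genes. The median absolute log2 fold change in PSTVd-S23 roots was 1.52 on the microarray and 1.08 by RNA-seq. These genes were chosen for at least a 2-fold change on the microarray, which raises its median, so that the 2 medians do not compare the methods. The paper's microarray had 2 PSTVd-S23 roots at 17 dpi.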

The Pearson correlation coefficient between microarray data (genes classified as DEGs) and corresponding RNA-seq data was estimated at 0.81 and 0.79 for M and S23, respectively (Figure S1); these values are considered to represent a high level of correlation [57]. Our goal was not to compare the two methods, but rather to determine whether some DEGs recognized by microarray are not indicated by RNA-seq due to lack of statistical significance or low expression changes. Other studies concluded that these two methods complement each other, for example, in a study of the *Chlamydomonas reinhardtii* hydrogen production process [56], transcriptome profiling of wild-type and *hrpX* mutant strains of the *ƴ-Proteobacterium Xanthomonas citri* [58], and *Mesorhizobium huakuii* 7653R that occurs symbiotically with a host plant (*Astragalus sinicus*) or as free-living cell in the soil [59]. Moreover, comparative analysis of gene expression in two zones of the *Arabidopsis* root apex relevant to spaceflight showed how genes with low expression levels can be missed by RNA-seq analysis performed at a generally accepted read depth [60].

We analyzed transcriptomic changes in tomato roots during infection with two PSTVd variants with significantly different virulence. The extent of transcriptomic changes depended on the stage of infection as well as on the viroid strain (Figure 2, Tables S2 and S4). In parallel we compared PSTVd-M and PSTVd-S23 RNA levels by Northern blots and Nanostring nCounter (Figure 1C,D). Contrary to PSTVd-M, level of PSTVd S23 RNA was not stable. Wang and coauthors [61] reported that *TFIIIA* suppression and overexpression in *Nicotiana benthamiana* is correlated with decreased and increased PSTVd replication, respectively. Both microarray and RNA-seq indicated no altered *TFIIIA* at 17 dpi; however, at 49 dpi it was up-regulated by S23 infection. This finding corresponds with the observed increase of viroid RNA (Figure 1C, D).

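tf3a (Solyc10g077110.1, chromosome 10, 60090963 to 60093306) had 25.7 ± 0.993 CPM in mock (SD, n = 3), 27.7 ± 4.31 in PSTVd-M and 28.3 ± 6.27 in PSTVd-S23 roots. For tf3a, the log2 fold change was 0.11 (SE 0.18, adjusted p = 0.756) in PSTVd-M and 0.14 (SE 0.18, adjusted p = 0.692) in PSTVd-S23 roots.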

A study of tomato spotted wilt virus (TSWV) systemic infection on tomato shoots and roots revealed organ-specific transcriptional responses [62]. Organ specific differences in phytohormone and antioxidative responses upon PSTVd infection in potato leaves and tubers were reported recently [63]. Comparison of the present study with our previous microarray analysis concerning the leaf transcriptome also revealed some differences. First of all, the observed differences between the mild and severe strains in infected roots were lower than those observed in leaves. This finding applies to the total number of commonly regulated genes as well as to those regulated at particular stage of infection or unique for one variant. In both plant organs, we observed changes in the expression of genes that encode MAPKs, WRKY TFs, CDPKs, NBS-LRRs, PR proteins, receptor-like kinases (RLKs), and others from plant-pathogen pathway. This data indicate the activation of the plant immune response (Figure 7), which was reported earlier in many viroid studies focused on leaf transcriptome, for example, PSTVd [13], CEVd [16,17], or CBCVd and HLVd [24]. In our studies, for example, there are subtle differences in expression of *CERK1*, *FLS2*, *EDS1*, or *CDPK*. For example, in roots, *CDPK*s expression was altered mostly at 49 dpi. 

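Solyc02g083850.3 (chromosome 2, 47667279 to 47673793) had 13.4 ± 1.38 CPM in mock (SD, n = 3), 34.1 ± 5.08 in PSTVd-M and 31.6 ± 14.4 in PSTVd-S23 roots. For Solyc02g083850.3, the log2 fold change was 1.35 (SE 0.32, adjusted p = 0.0404) in PSTVd-M and 1.24 (SE 0.32, adjusted p = 0.0511) in PSTVd-S23 roots. For Solyc02g083850.3, the adjusted p rose above 0.05 in PSTVd-M roots without any one mock library or any one PSTVd-M library (0.00124 to 0.142 over 18 alternatives) and fell below 0.05 in PSTVd-S23 roots without PSTVd-S23 replicate 3 (0.00400 to 0.167 over 18 alternatives). LeCPK2 (Solyc03g033540.3, chromosome 3, 5101615 to 5109245) had 131 ± 14.1 CPM in mock (SD, n = 3), 248 ± 72.0 in PSTVd-M and 319.9 ± 79.9 in PSTVd-S23 roots. For LeCPK2, the log2 fold change was 0.93 (SE 0.23, adjusted p = 0.0446) in PSTVd-M and 1.29 (SE 0.23, adjusted p = 0.0186) in PSTVd-S23 roots. LeCPK2 depended on single libraries, as its adjusted p rose above 0.05 in PSTVd-M roots without any one mock library or any one PSTVd-M library (0.00376 to 0.155 over 18 alternatives) and rose above 0.05 in PSTVd-S23 roots without any one mock library (2.1e-05 to 0.0843 over 18 alternatives). Solyc04g081910.3 (chromosome 4, 65857927 to 65863099) had 12.6 ± 3.33 CPM in mock (SD, n = 3), 28.7 ± 10.4 in PSTVd-M and 31.5 ± 11.1 in PSTVd-S23 roots. For Solyc04g081910.3, the log2 fold change was 1.18 (SE 0.33, adjusted p = 0.0618) in PSTVd-M and 1.32 (SE 0.33, adjusted p = 0.0494) in PSTVd-S23 roots. At Solyc04g081910.3, the adjusted p fell below 0.05 in PSTVd-M roots without PSTVd-S23 replicate 1 or 3 (0.00907 to 0.201 over 18 alternatives) and rose above 0.05 in PSTVd-S23 roots without any one mock library, PSTVd-M replicate 1 or 2 or PSTVd-S23 replicate 1 or 2 (0.00344 to 0.168 over 18 alternatives). Solyc12g005030.2 (chromosome 12, 18295 to 20324) had 15.8 ± 3.35 CPM in mock (SD, n = 3), 7.69 ± 0.243 in PSTVd-M and 6.33 ± 3.44 in PSTVd-S23 roots. For Solyc12g005030.2, the log2 fold change was -1.04 (SE 0.33, adjusted p = 0.0900) in PSTVd-M and -1.32 (SE 0.34, adjusted p = 0.0508) in PSTVd-S23 roots. Solyc12g005030.2 had an adjusted p that fell below 0.05 in PSTVd-M roots without PSTVd-S23 replicate 3 (0.0139 to 0.234 over 18 alternatives) and fell below 0.05 in PSTVd-S23 roots without PSTVd-S23 replicate 3 (0.00434 to 0.161 over 18 alternatives).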

Two *CDPK*s recognized by microarray and RNA-seq were down-regulated, at 49 and 17 dpi, respectively while others (7 from both methods) were up-regulated. The similar number of *CDPK*s were changed in PSTVd-infected leaves [14], and four of them are common for both organs but regulated at other stages of infection development.

We observed some differences in DEGs related to hormone metabolism and signaling. SA is involved in the basal resistance of tomato plants to CEVd and TSWV. Infection of SA-deficient *NahG* plants with CEVd and TSWV dramatically increase early diseases symptoms. Moreover, earlier and more intense accumulation of hydroxycinnamic amides, ethylene and defense–related proteins such as PR1 and P23 occurs in *NahG* plants compared to plants without the *NahG* transgene. Application of benzothiadiazole (BTH), which activates the SAR pathway downstream of SA signaling, improves the resistance of *NahG* plants to these pathogens [64]. In both roots and leaves, only one SA-biosynthesis-related gene (*PAL*) was regulated (only by S23). However, in leaves, it was down-regulated at 17 dpi but up-regulated at 49 dpi in roots. The signal transduction pathway was regulated in both S23- and M-infected roots; however, in leaves this pathway was mostly modulated upon S23 infection, and only up-regulation was observed. In roots, regulation of the ET biosynthesis and signaling pathways mostly occurred upon mild infection while in leaves upon severe infection.

In general, JA was up-regulated, but in leaves this change was stronger after S23 infection at all stages. Comparatively, the change in roots was stronger after M infection. GA was in general up-regulated at 24 dpi in S23-infected leaves, but in roots infections with both strains down-regulated these genes (mostly at 49 dpi). BRs play an important role in modulating the trade-off between plant growth and defense. During MTI, genes related to BR biosynthesis are down-regulated because BR signals can prioritize growth over immunity [65]. Regulation of BR-related genes in leaves occurs almost exclusively in severe infection, and at 17 and 49 dpi these genes were down-regulated. Comparatively, in the roots, the DEGs were down-regulated at 17 dpi but up-regulated at 49 dpi for both infections. 

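CEVI-1 (Solyc01g006300.3, chromosome 1, 888483 to 891335) had 11.8 ± 0.494 CPM in mock (SD, n = 3), 3.80 ± 1.75 in PSTVd-M and 12.2 ± 7.52 in PSTVd-S23 roots. For CEVI-1, the log2 fold change was -1.63 (SE 0.47, adjusted p = 0.0657) in PSTVd-M and 0.037 (SE 0.44, adjusted p = 0.972) in PSTVd-S23 roots. CEVI-1 differed between PSTVd-S23 and PSTVd-M roots by a log2 fold change of 1.67 (SE 0.47, adjusted p = 0.170). The call of CEVI-1 changed with single libraries, as the adjusted p fell below 0.05 in PSTVd-M roots without PSTVd-S23 replicate 2 or 3 (0.00844 to 0.161 over 18 alternatives).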

*CEVI-1* was overrepresented in the GO category of DEGs down-regulated by M variant. As reported by Vera and colleagues [66], four weeks after CEVd inoculation, strong, moderate, and weak induction of *CEVI-1* (Solyc01g006300) occurs in tomato leaves, stems and, roots, respectively. In healthy plants, increased *CEVI-1* mRNA occurs after treatment of leaves with ethephon. Our microarray analysis showed *CEVI-1* regulation was variable and correlated with the infection stage, strain, and tissue/organ. In addition to M at 17 dpi, down-regulation was also observed at 49 dpi in S23-infected roots, but it was up-regulated at 24 dpi. Interestingly, our previous transcriptome analysis of PSTVd-infected leaves showed up-regulation by the M variant at 24 dpi and by S23 at all three time points. In line with the CEVd, the fold change of expression in leaves was at least twice as high than in roots. 

CEVd-infected cells reportedly exhibit altered cell wall composition and structure [67,68]. Consistent with this finding, our both root analysis, microarray and RNA-seq, revealed changes in the expression of many cell-wall related genes (Table S10). Repression of *Exp*, which encode expansins, and *Cel*, which encodes endo-1,4-beta-D-glucanases, occurred in both infections. However, more genes were regulated in S23 infection, a finding that is consistent with the observed root phenotype. 

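Exp1 (Solyc06g051800.3, chromosome 6, 35568630 to 35570317) had 79.9 ± 13.2 CPM in mock (SD, n = 3), 38.1 ± 8.78 in PSTVd-M and 28.3 ± 8.76 in PSTVd-S23 roots. For Exp1, the log2 fold change was -1.07 (SE 0.25, adjusted p = 0.0410) in PSTVd-M and -1.50 (SE 0.26, adjusted p = 0.0178) in PSTVd-S23 roots. For Exp1, the adjusted p rose above 0.05 in PSTVd-M roots without any one mock library or any one PSTVd-M library (0.00266 to 0.144 over 18 alternatives) and rose above 0.05 in PSTVd-S23 roots without mock replicate 1 or 2 (6.3e-06 to 0.0757 over 18 alternatives). Cel8 (Solyc08g082250.3, chromosome 8, 65214410 to 65219639) averaged 275 ± 48.5 CPM in mock (SD, n = 3), 129 ± 14.3 in PSTVd-M and 70.2 ± 43.2 in PSTVd-S23 roots. For Cel8, the log2 fold change was -1.09 (SE 0.36, adjusted p = 0.0986) in PSTVd-M and -1.97 (SE 0.37, adjusted p = 0.0218) in PSTVd-S23 roots. Cel8 depended on single libraries, as its adjusted p fell below 0.05 in PSTVd-M roots without PSTVd-S23 replicate 2 or 3 (0.00517 to 0.263 over 18 alternatives) and rose above 0.05 in PSTVd-S23 roots without any one mock library or PSTVd-S23 replicate 1 (1.4e-05 to 0.0848 over 18 alternatives).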

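Of 24 tested expansin genes, 8 were lower in PSTVd-M and 10 in PSTVd-S23 roots and 0 higher in either (edgeR, 0 higher at adjusted p below 0.05 as well). The medians were -0.60 (camera adjusted p = 9.2e-04, fry 0.0613) and -0.87 (camera adjusted p = 1.5e-08). Between the infections, the median was -0.49 (camera adjusted p = 0.00631, fry 0.220), with 3 genes called lower in PSTVd-S23 roots and 0 past an adjusted p of 0.05. Of 30 tested endo-1,4-beta-glucanase genes, 2 were lower in PSTVd-M and 5 in PSTVd-S23 roots (medians -0.25 and -0.56), and 1 was lower in PSTVd-S23 than in PSTVd-M roots. Without PSTVd-S23 replicate 3, the expansin median in PSTVd-S23 roots was -1.37.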

Expansins are cell-wall-loosening proteins that are involved in lateral root formation, root hair growth, and resistance to biotic and abiotic stresses [69,70,71]. Lateral root formation inhibition occurs in *Arabidopsis* plants with *AtEXPA17* knockdown, but overexpression promotes the opposite effect [72]. After treatment with cyanamide, Soltys et al. [73] observed improper cell remodeling and tomato root growth inhibition elicited by lower expression of *LeEXP9* and *LeEXP18*, both expansins are responsible for proper root tip development [74,75]. We observed decreased *LeEXP18* (Solyc06g076220) and *LeEXP9* (Solyc06g005560) expression at 17 and 24 dpi in M-infected root and at 17 dpi in S23-infected roots. 

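LeEXP18 (Solyc06g076220.3, chromosome 6, 47501964 to 47504120) had 66.3 ± 17.7 CPM in mock (SD, n = 3), 15.3 ± 2.92 in PSTVd-M and 19.6 ± 15.3 in PSTVd-S23 roots. For LeEXP18, the log2 fold change was -2.11 (SE 0.47, adjusted p = 0.0353) in PSTVd-M and -1.76 (SE 0.46, adjusted p = 0.0549) in PSTVd-S23 roots. At LeEXP18, the adjusted p rose above 0.05 in PSTVd-M roots without any one mock library or any one PSTVd-M library (2.0e-04 to 0.117 over 18 alternatives) and fell below 0.05 in PSTVd-S23 roots without PSTVd-S23 replicate 3 (0.00293 to 0.167 over 18 alternatives). LeEXP9 (Solyc06g005560.3, chromosome 6, 586970 to 595642) averaged 138 ± 33.1 CPM in mock (SD, n = 3), 47.5 ± 9.52 in PSTVd-M and 32.2 ± 22.3 in PSTVd-S23 roots. For LeEXP9, the log2 fold change was -1.54 (SE 0.49, adjusted p = 0.0866) in PSTVd-M and -2.10 (SE 0.50, adjusted p = 0.0417) in PSTVd-S23 roots. LeEXP9 had an adjusted p that fell below 0.05 in PSTVd-M roots without PSTVd-S23 replicate 2 or 3 (0.00422 to 0.238 over 18 alternatives) and rose above 0.05 in PSTVd-S23 roots without any one mock library, any one PSTVd-M library or PSTVd-S23 replicate 1 (4.8e-04 to 0.140 over 18 alternatives).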

At 49 dpi, *LeEXP9*, but not *LeEXP18*, expression was elevated. The lower *Exp2* expression is reportedly correlates with inhibited cell growth and observed characteristic flat-top symptoms on the shoot of tomato “Rutgers” infected with PSTVdintU257A mutant [76]. Interestingly, in our previous study, *Exp2* expression in leaves was only altered (elevated) at 17 dpi in M infection, but in the present study, we observed strong down-regulation of this gene with S23 infection at 17 and 49 dpi and with M infection at 49 dpi. This data indicates its possible role in root growth. 

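Exp2 (Solyc06g049050.3, chromosome 6, 32415687 to 32417448) had 12.5 ± 3.13 CPM in mock (SD, n = 3), 6.46 ± 2.01 in PSTVd-M and 2.82 ± 1.03 in PSTVd-S23 roots. For Exp2, the log2 fold change was -0.96 (SE 0.34, adjusted p = 0.113) in PSTVd-M and -2.15 (SE 0.35, adjusted p = 0.0158) in PSTVd-S23 roots. Exp2 differed between PSTVd-S23 and PSTVd-M roots by a log2 fold change of -1.19 (SE 0.35, adjusted p = 0.182). The call of Exp2 changed with single libraries, as the adjusted p rose above 0.05 in PSTVd-S23 roots without any one mock library (1.0e-06 to 0.0720 over 18 alternatives).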

*Cel1* silencing disrupts and shortens the cell wall structure of *Arabidopsis* stems and roots [77]. 

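At 17 dpi, Cel1 (Solyc08g081620.3, chromosome 8, 64732668 to 64736162) had 8.14 ± 4.53 CPM in mock (SD, n = 3), 6.17 ± 2.07 in PSTVd-M and 4.86 ± 1.35 in PSTVd-S23 roots. For Cel1, the log2 fold change was -0.41 (SE 0.43, adjusted p = 0.593) in PSTVd-M and -0.75 (SE 0.43, adjusted p = 0.317) in PSTVd-S23 roots. The unadjusted p of Cel1 in PSTVd-S23 roots was 0.114. The paper's table has Cel1 lower in PSTVd-S23 roots by microarray at 24 dpi and gives no value at 17 dpi, so that these values do not test that statement.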

Its down-regulation was only observed in S23-infected roots that is in line with observed phenotype.

The naturally occurring tomato mutant *dpy*, which is BR deficient, has dark-green rugose, downward curling leaves and is shorter than the wild type plant. Moreover, in the untreated *dpy* mutant, *LeBR*1 is reduced, but in the BR-treated mutant, *LeBR1* is significantly higher. The putative protein from *LeBR1* translation shows high sequence similarity with BRU1 encoded by the BR-regulated *XET* gene [78]. Its expression is increased in elongating soybean stems [79]. Our results are consistent with this observation. 

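BR1 (Solyc09g092520.3, chromosome 9, 72053343 to 72055599) had 85.4 ± 6.13 CPM in mock (SD, n = 3), 14.0 ± 1.95 in PSTVd-M and 24.2 ± 12.7 in PSTVd-S23 roots. For BR1, the log2 fold change was -2.61 (SE 0.38, adjusted p = 0.0112) in PSTVd-M and -1.82 (SE 0.36, adjusted p = 0.0264) in PSTVd-S23 roots. For BR1, the adjusted p rose above 0.05 in PSTVd-S23 roots without any one mock library (5.5e-05 to 0.0945 over 18 alternatives). All 8 brassinosteroid genes in the paper's list were tested. Of the 8, 1 gene was higher and 2 lower in PSTVd-M roots and 1 higher and 5 lower in PSTVd-S23 roots at an unadjusted p below 0.05 and at least 2-fold. Past an adjusted p of 0.05 were 1 and 5 over all genes, and 4 and 7 when adjusted over the list alone. Without PSTVd-S23 replicate 2, 3 were called in PSTVd-S23 roots. SlCycD3_2 (Solyc12g088650.2, chromosome 12, 64910207 to 64913155), a cyclin D3 gene, changed by -1.34 (SE 0.22, adjusted p = 0.0147) in PSTVd-M and -1.05 (SE 0.22, adjusted p = 0.0301) in PSTVd-S23 roots. SlCycD3_2 depended on single libraries, as its adjusted p rose above 0.05 in PSTVd-M roots without any one mock library or PSTVd-M replicate 1 or 3 (5.9e-06 to 0.0606 over 18 alternatives) and rose above 0.05 in PSTVd-S23 roots without any one mock library, PSTVd-M replicate 1 or PSTVd-S23 replicate 1 (5.8e-04 to 0.105 over 18 alternatives). Solyc01g087560.3 (chromosome 1, 82382829 to 82388851), annotated as a methyltransferase, changed by -0.086 (SE 0.17, adjusted p = 0.795) and -0.90 (SE 0.17, adjusted p = 0.0220), with -0.81 (SE 0.17, adjusted p = 0.0824) between the infections. At Solyc01g087560.3, the adjusted p rose above 0.05 in PSTVd-S23 roots without any one mock library (2.8e-04 to 0.0860 over 18 alternatives).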

*BR1* transcript was reduced at 17 dpi (along with other BR biosynthesis pathway genes) but elevated at 49 dpi, when these genes were up-regulated a regrowth of stem in S23 infection was observed. 

AP2/ERF TFs play important roles in plant development and growth, fruit ripening, defense response, and metabolism. They can modulate ET, GA, CK, and ABA biosynthesis and are involved in response to AUX, CK, GB, and ABA [80]. For S23-infected roots, three genes that encode dehydration-responsive element binding protein (DREB) from AP2/ERF were down-regulated. 

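At 17 dpi, LeDREB2 (Solyc12g008350.2, chromosome 12, 1760116 to 1760803) had 4.34 ± 1.23 CPM in mock (SD, n = 3), 1.89 ± 1.01 in PSTVd-M and 1.92 ± 0.906 in PSTVd-S23 roots. For LeDREB2, the log2 fold change was -1.18 (SE 0.50, adjusted p = 0.177) in PSTVd-M and -1.17 (SE 0.50, adjusted p = 0.189) in PSTVd-S23 roots. Its unadjusted p was 0.0414 and 0.0438. dreb1 (Solyc06g050520.2, chromosome 6, 33296803 to 33297706) had 1, 1 and 0 counts in the mock libraries, 0, 0 and 0 in the PSTVd-M libraries and 0, 1 and 1 in the PSTVd-S23 libraries, under the floor of 3 counts in every group. dreb3 (Solyc04g072900.1, chromosome 4, 59953856 to 59954651) averaged 119 ± 8.30 CPM in mock (SD, n = 3), 124 ± 14.1 in PSTVd-M and 107 ± 16.2 in PSTVd-S23 roots. For dreb3, the log2 fold change was 0.064 (SE 0.14, adjusted p = 0.822) in PSTVd-M and -0.16 (SE 0.14, adjusted p = 0.543) in PSTVd-S23 roots. The paper's table has dreb3 lower in PSTVd-S23 roots by microarray at 24 dpi, with no value at 17 dpi, and dreb1 was matched by its symbol alone.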

Guo and Wang [81] observed *LeDREB2* (Solyc12g008350) expression in all analyzed organs (young and mature leaves, stem, and roots), with the highest level in root under normal conditions. This data indicates its role in plant growth and development. Overexpression in *Arabidopsis* of *CmERF053* from *Chrysanthemum morifolium*, which belongs to the DREB subfamily, significantly increases the lateral root growth/development compared to wild type [82]. Thus, the down-regulation of *DREB* genes in our experiments may be one of many factors related to the observed growth alterations in roots upon infection with the severe strain.

Lignification provides structural rigidity and durability to plant tissue. As reviewed by Miedes and coauthors [83] induction of lignin or lignin-like phenolic polymer synthesis and their deposition in the cell wall can be triggered in response to biotic and abiotic stresses. Lignin content in the secondary cell wall was higher in PSTVd-infected compared to control roots; however, the difference was only statistically significant for S23 infection (Figure 6). Contrary to our results, a marked decrease (70%) in lignin occurs in cultured chamamile cv. ‘Nowbona’ and tomato cv. ‘Heinz’ roots infected with PSTVd-C3 and PSTVd-AS1 compared to mock-inoculated plants [84]. Differences in the observation may be due to infection with different viroid variants, plant species, or cultivars used for infection. It should also be noted that lignin biosynthesis is a complex process; its components may be synthesized by different routes, and enzymes involved in its biosynthesis are usually derived from multigene families [85]. Complex crosstalk among lignin biosynthesis, growth, and defense occurs in *Arabidopsis*; the relationship of lignin content with growth and defense is difficult to predict [52]. A lignin content increase in response to pathogen attack is reported frequently. As described by Lauvergeat and associates [86], *AtCCR1* in *Arabidopsis* is preferentially expressed during development in tissues that are lignified, while *AtCCR2* expression is highly up-regulated in response to pathogenic bacteria *Xanthomonas campestris* infection. These data suggest its role in the biosynthesis of phenolics associated with hypersensitive response (HR). Exogenously applied allelochemicals increase production of lignin and its main monomers, changes that increase cell wall stiffness and inhibit root growth of soybean (*Glycine max* L. Merrill) [87]. The simultaneous silencing of both *CAD* and *CCR* reduces lignin content in tobacco [88] and *A. thaliana* [89]. However, only in *Arabidopsis* is this phenomenon associated with significantly altered plant development (such as dwarfism and sterility).

Intriguingly, we observed altered expression of photosynthesis-related genes. Roots are not considered photosynthetic organs, but plastid genes for photosynthetic proteins are constitutively transcribed in spinach root amyloplast [90]. Moreover, in *A. thaliana* [91] and *Camelina sativa* [92] roots, photosynthetic genes are differentially regulated under abiotic stresses. Chloroplasts may develop in *Arabidopsis* roots after shoot removal; this process is positively regulated by CK [93]. Study of transcriptomic profiles of camelina in response to salinity stress indicated that genes related to photosynthesis are down-regulated in shoots, while in roots, a gene that codes for chlorophyll-binding protein involved in photosystem II (PSII) is up-regulated 200-fold [92]. Our RNA-seq results correlate with this observation. 

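Of 37 genes annotated as chlorophyll a-b binding proteins, 25 were tested. In PSTVd-M roots 0 were called higher and 2 lower at an unadjusted p below 0.05 and at least 2-fold, and 1 was lower at adjusted p below 0.05 by edgeR. Those called were Solyc05g056050.3 (log2 fold change -1.25, adjusted p = 0.196) and Solyc07g022900.3 (-1.80, adjusted p = 0.0181), both named after their values were seen. The median was -0.27 (camera adjusted p = 0.370), below 0.05 without mock replicate 2 (median -0.55). The median changed sign to 0.088 without mock replicate 1 and to 0.0036 without PSTVd-M replicate 3, and was -0.039 without mock replicate 3, -0.18 without PSTVd-M replicate 1 and -0.48 without PSTVd-M replicate 2. The authors' deposited table holds 2 such genes higher and 2 lower in PSTVd-M roots, and neither of the higher ones passed the filter on low counts here.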

In M-infected roots, two nuclear genes that encode chlorophyll a-b binding proteins were up-regulated and two others were down-regulated. 

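In PSTVd-S23 roots 1 chlorophyll a-b binding gene was higher and 1 lower, Solyc02g070950.1 (log2 fold change 1.35, adjusted p = 0.202) and Solyc07g022900.3 (-2.15, adjusted p = 0.0136), the first named after its values were seen. The median over the 25 tested genes was 0.45 (camera adjusted p = 0.260), and the adjusted p fell below 0.05 without mock replicate 1 (0.0235, median 0.79) or PSTVd-S23 replicate 2 (0.0295, median 0.81). The median fell to 0.067 without mock replicate 2 (adjusted p = 0.733) and to 0.28 without PSTVd-S23 replicate 1 (adjusted p = 0.813), and was -0.013 with the GC percentage as a covariate, chosen after seeing the data. Between PSTVd-S23 and PSTVd-M roots the median was 0.57 (adjusted p = 0.0173 by camera and 0.507 by fry). The authors' deposited table holds 5 higher and 1 lower, and of the higher ones only Solyc02g070950.1 passed the filter on low counts here.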

Comparatively, in S23-infection, one was down-regulated and five were up-regulated. 

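Counted over each group, Solyc06g069730.3 had 0 counts in mock, 8 in PSTVd-M and 6 in PSTVd-S23 roots, and Solyc08g067330.1 had 0, 3 and 15. Both are among the chlorophyll a-b binding genes with no count in mock and were named after their values were seen, and neither passed the filter on low counts.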

In both infections, two of these genes were very strongly activated. Similarly, more plastid genes related to PSI and II were regulated in S23-infection, and most of them were up-regulated, as well as those involved in the Calvin cycle. 

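Of 49 tested genes annotated to photosystem I, 0 were higher and 1 lower in PSTVd-M roots (median log2 fold change 0.044, and -0.0064 with upper-quartile normalization) and 0 higher and 1 lower in PSTVd-S23 roots (median 0.35). Of 54 tested photosystem II genes, 0 were higher and 0 lower in PSTVd-M roots (median 0.044, and -0.0024 with upper-quartile normalization) and 1 higher and 1 lower in PSTVd-S23 roots (median 0.44), and at adjusted p below 0.05 edgeR had 1 lower in PSTVd-M roots. Positive signs in PSTVd-S23 roots were seen in 41 of 49 and 48 of 54. Of 16 tested genes for ribulose bisphosphate carboxylase, 1 was higher in PSTVd-S23 and 0 in PSTVd-M roots (medians 0.17 and -0.081).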

Differential regulation was also observed at 49 dpi, and more DEGs were suppressed in both infections. Many studies on viroid systemic leaf infection indicate strong down-regulation of chloroplast- and photosynthesis-related genes. For HSVd infection in cucumber, these changes are correlated with inhibition of photosynthesis [21]. The observed up-regulation in photosynthesis-related genes in roots could represent a response to reduced photosynthesis and may be involved in regulation of balance between growth and defense.

Taken together, our study provides a solid foundation of gene expression in tomato roots over the time-course of mild and severe PSTVd infection. Studying roots is essential to fully understand the viroid infection process and the plant defenses against it.

## Figures and Tables

**Figure 1:**
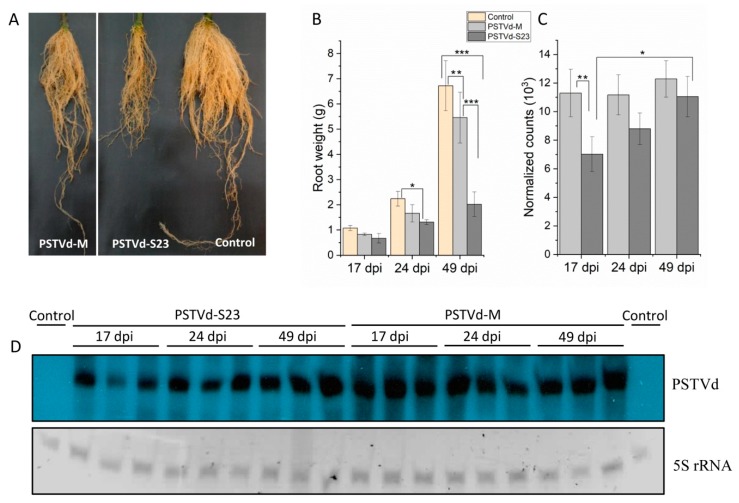
Potato spindle tuber viroid (PSTVd) infection in tomato roots. (**A**) Root comparison at 49 dpi. (**B**) Root weight at the indicated time points. Each bar represents the arithmetic mean of the weight of three roots with the standard deviation indicated. (**C**) Relative levels of viroid RNA as estimated using the Nanostring nCounter method and nSolver analysis software. The data is presented in arbitrary units compared to control plants. (**D**) Northern blots that show the presence of PSTVd in infected roots at the indicated time points. Two µg total RNA were separated in 5% polyacrylamide gel with 8 M urea. One-way analysis of variance followed by Tukey’s honest significant difference test was used to determine statistically significant differences. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

**Figure 2:**
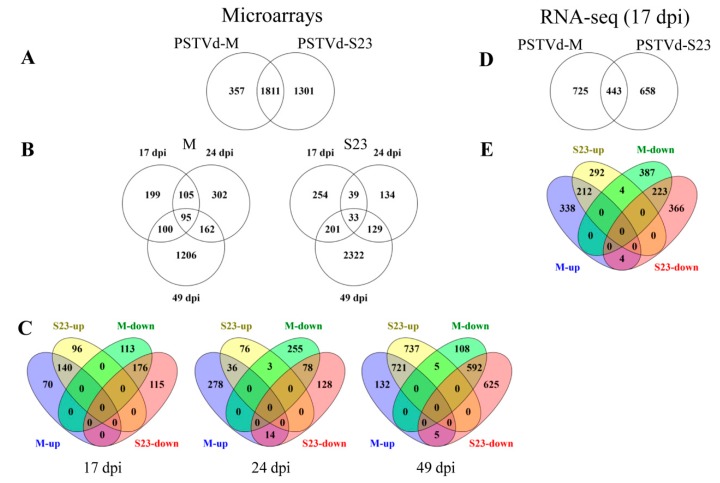
The number of differentially expressed genes (DEGs) identified in microarray (**A**–**C**) and RNA-seq analysis (**D**,**E**). Venn diagrams display the distribution of: (**A**) Total DEGs in M- and S23-infected roots, (**B**) and at 17, 24 and 49 dpi. (**C**) Up- and down-regulated genes observed at the indicated time points. (**D**) Total DEGs at 17 dpi. (**E**) Up- and down-regulated genes at 17 dpi.

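In both infections 373 genes were higher and 360 lower at an unadjusted p below 0.05 and at least 2-fold, 733 in the same direction, where simulated unchanged groups with shared mock libraries gave 41 to 72 such genes. At adjusted p below 0.05 302 were higher and 236 lower in both. At adjusted p below 0.05 and at least 2-fold, 239 were called in the same direction, and without mock replicate 1 the 733 became 589. Over all tested genes the log2 fold changes of the infections had a Pearson correlation of 0.609 (jackknife SE over libraries 0.118, Spearman 0.650) across genes, which are not independent replicates. The simulations gave 0.490 to 0.517, so that 0.609 lies less than 1 such SE above the highest of them. With separate mock libraries for the infections the Pearson correlation was 0.389 to 0.479 over 6 choices. Tested directly, 1010 genes differed between PSTVd-S23 and PSTVd-M roots, 507 higher and 503 lower in PSTVd-S23, and 117 had an adjusted p below 0.05, 93 higher and 24 lower. The latter number was 29, 38 and 44 without PSTVd-M replicates 1, 2 and 3. Among genes with an adjusted p below 0.05 the 2 with the largest fitted increase in PSTVd-S23 over PSTVd-M roots were Solyc12g062200.1 and Solyc11g028175.1 (at least 271.8-fold and 162.4-fold higher), a rank that depends on the prior count because PSTVd-M had no count of either, and the largest fitted decrease was at Solyc10g008840.3 (log2 fold change -7.66, SE 0.47, adjusted p = 4.6e-04). Solyc11g011085.1 (chromosome 11, 4167137 to 4168251), a ubiquitin carboxyl-terminal hydrolase-related gene, differed by -4.75 (SE 0.72, adjusted p = 0.0236). Solyc11g011085.1 had an adjusted p that rose above 0.05 in PSTVd-S23 against PSTVd-M roots without any one PSTVd-M library or PSTVd-S23 replicate 2 (1.2e-06 to 0.100 over 18 alternatives). This gene also lies within 500 kb of Solyc11g011570.1, nearly silent in every PSTVd-M library, so that a difference between the plants stays open.

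**Figure D4:**
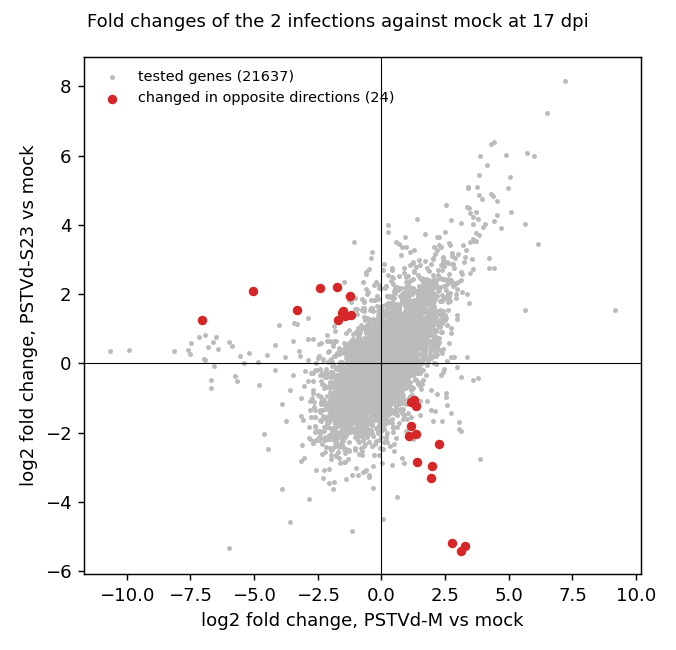
Log2 fold changes against mock at 17 dpi in PSTVd-M (horizontal axis) and PSTVd-S23 roots (vertical axis). Each grey point is 1 of 21637 tested genes, and red points are the 24 genes changed in opposite directions.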

**Figure 3:**
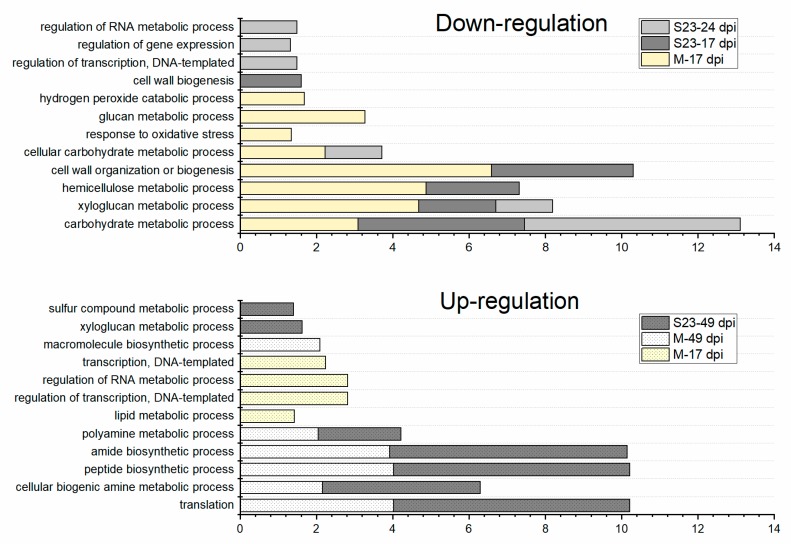
Enriched Gene Ontology (GO) terms in the biological processes (BP) category for the down- and up-regulated DEGs at the indicated infection time point. Only selected categories are presented. No GO term was enriched at 24 and 49 dpi for up- and down-regulated DEGs, respectively. X-axis represents the value of log_10_(1/FDR); enrichment false discovery rate (FDR) value < 0.05 was used as a cutoff.

**Figure 4:**
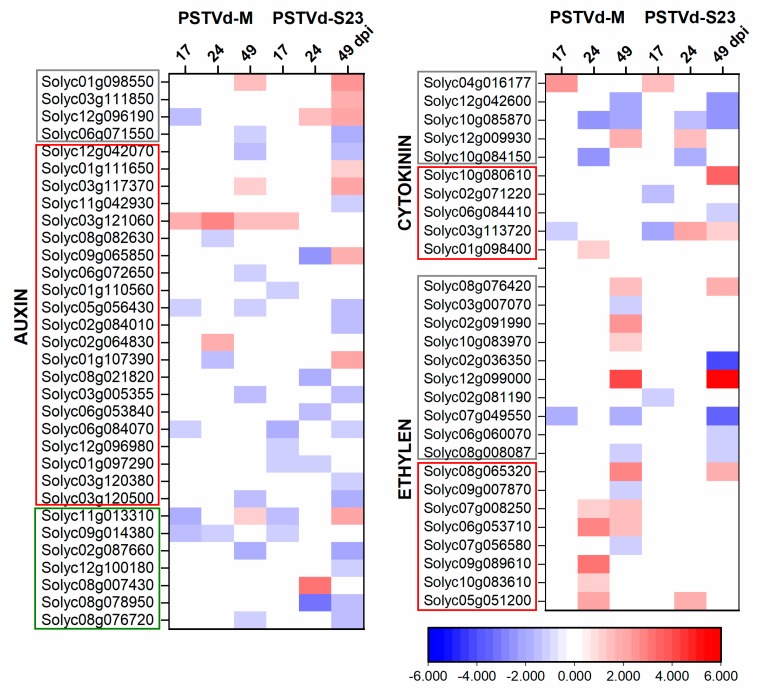
Heat map of log_2_ FC of DEGs related to plant hormones. DEGs involved in biosynthesis, signaling and transport are in grey, red, and green frames, respectively.

**Figure 5:**
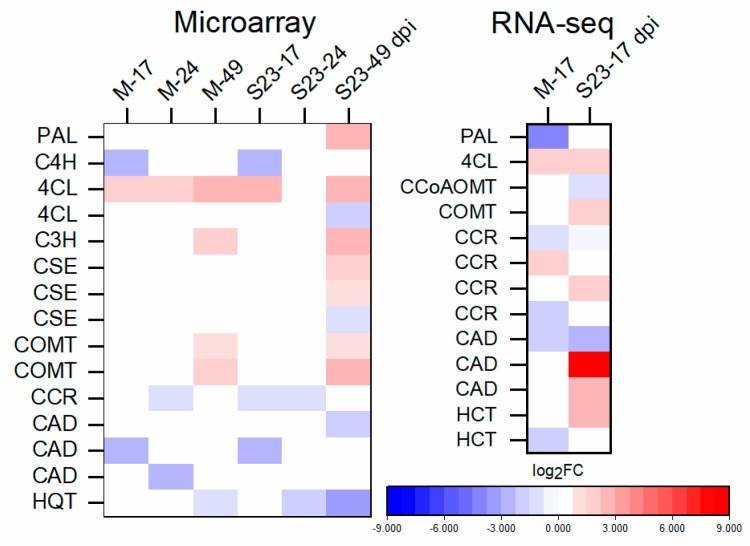
Heat map of log_2_ FC of main genes related to lignin biosynthesis identified by microarray and RNA-seq.

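Of the 31 phenylpropanoid and lignin genes in the paper's list, 29 were tested. Over the pathway, 1 gene was higher and 18 lower in PSTVd-M roots and 5 higher and 13 lower in PSTVd-S23 roots at an unadjusted p below 0.05 and at least 2-fold. The numbers at adjusted p below 0.05 were 10 and 9 over all genes, and 22 and 19 when adjusted over the list alone. Solyc12g005790.2 (chromosome 12, 440265 to 443229), annotated as peroxidase 27, changed by -2.42 (SE 0.38, adjusted p = 0.0129) in PSTVd-M and -1.34 (SE 0.36, adjusted p = 0.0595) in PSTVd-S23 roots. For Solyc12g005790.2, the adjusted p rose above 0.05 in PSTVd-M roots without mock replicate 2 (8.2e-08 to 0.0530 over 18 alternatives). Solyc01g067850.2 (chromosome 1, 76641219 to 76643521), a peroxidase gene, changed by -1.70 (SE 0.33, adjusted p = 0.0241) and -2.55 (SE 0.35, adjusted p = 0.0118). Solyc01g067850.2 depended on single libraries, as its adjusted p rose above 0.05 in PSTVd-M roots without any one mock library or any one PSTVd-M library (9.0e-04 to 0.0903 over 18 alternatives) and rose above 0.05 in PSTVd-S23 roots without mock replicate 1 or 2 (1.3e-06 to 0.0637 over 18 alternatives). Solyc10g011930.1 (chromosome 10, 4214154 to 4214538), a phenylalanine ammonia-lyase gene, had 24, 33 and 22 counts in the mock libraries, 0, 5 and 0 in the PSTVd-M libraries and 119, 44 and 37 in the PSTVd-S23 libraries. It changed by -4.04 (SE 0.90, adjusted p = 0.0354) in PSTVd-M roots and differed between the infections by a log2 fold change of 5.16 (SE 0.87, adjusted p = 0.0378). At Solyc10g011930.1, the adjusted p rose above 0.05 in PSTVd-M roots without any one mock library or PSTVd-M replicate 1 or 3 (1.4e-04 to 0.105 over 18 alternatives) and rose above 0.05 in PSTVd-S23 against PSTVd-M roots without any one mock library, PSTVd-M replicate 1 or 3 or PSTVd-S23 replicate 1 (6.4e-07 to 0.149 over 18 alternatives). Within 500 kb of this gene lies Solyc10g012210.2, nearly silent in every PSTVd-M library, so that a difference between the plants stays open.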

**Figure 6:**
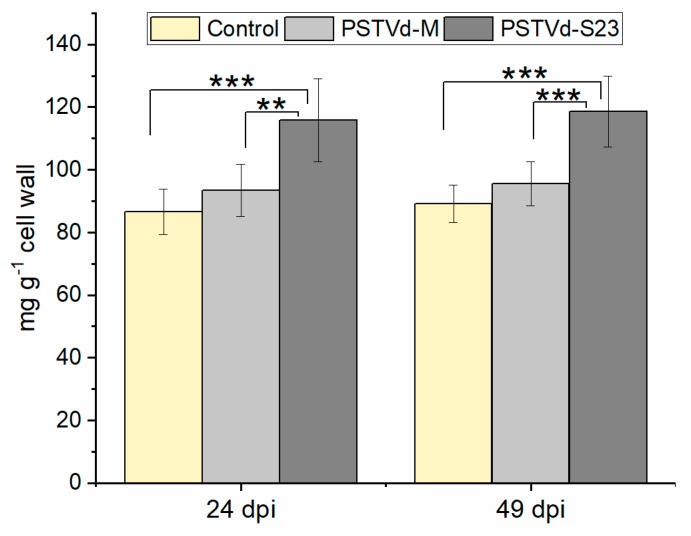
Lignin content in roots at 24 and 49 dpi. One-way analysis of variance, followed by Tukey’s honest significant difference test, was performed to determine the significance of the differences; ** *p* < 0.01, *** *p* < 0.001. Each bar represents the arithmetic mean of the lignin amount from three roots with the standard deviation indicated.

**Figure 7:**
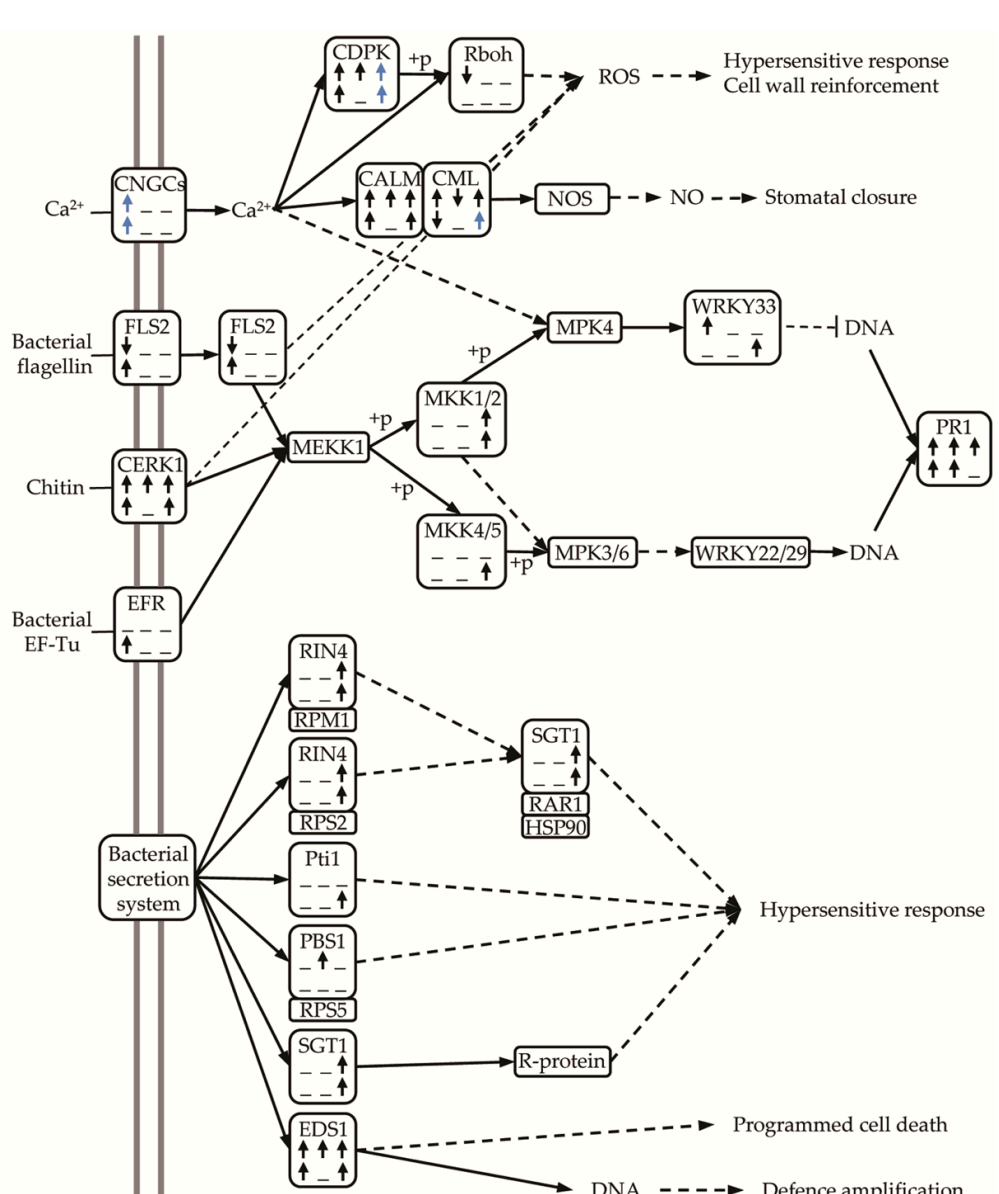
Plant-pathogen interaction pathway. The results are based on KEGG KASS analysis [37] of all DEGs identified in microarray and RNA-seq. Arrows indicate that all or most (blue arrow) DEGs encoding the particular pathway component are up- or down-regulated. DEGs from PSTVd-M and PSTVd-S23 infections are presented in the first and the second row, respectively.

**Figure 8:**
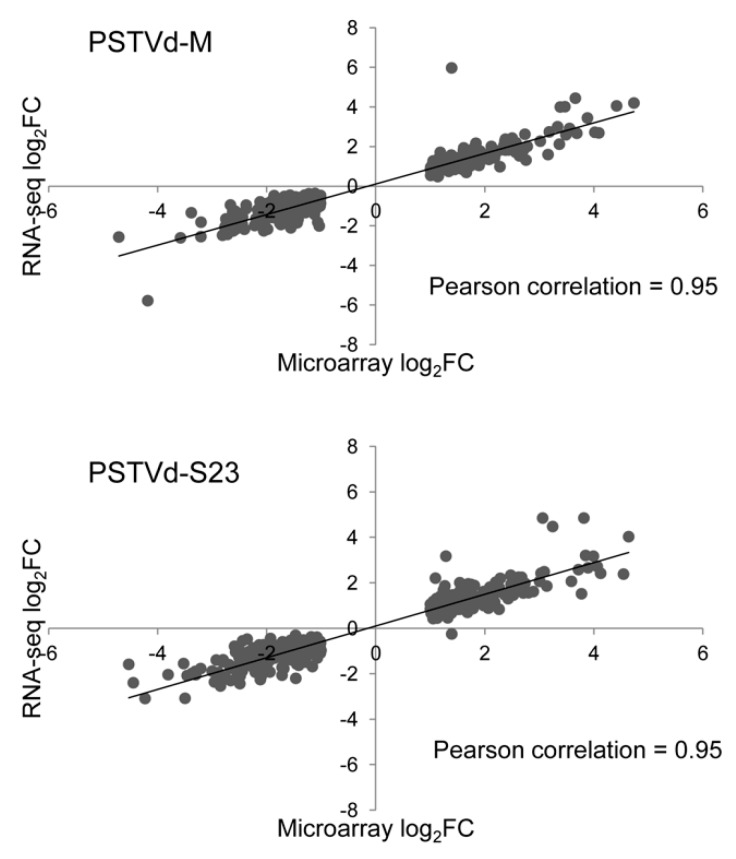
Correlation of microarray and RNA-seq data for DEGs identified by both analysis.

**Figure 9:**
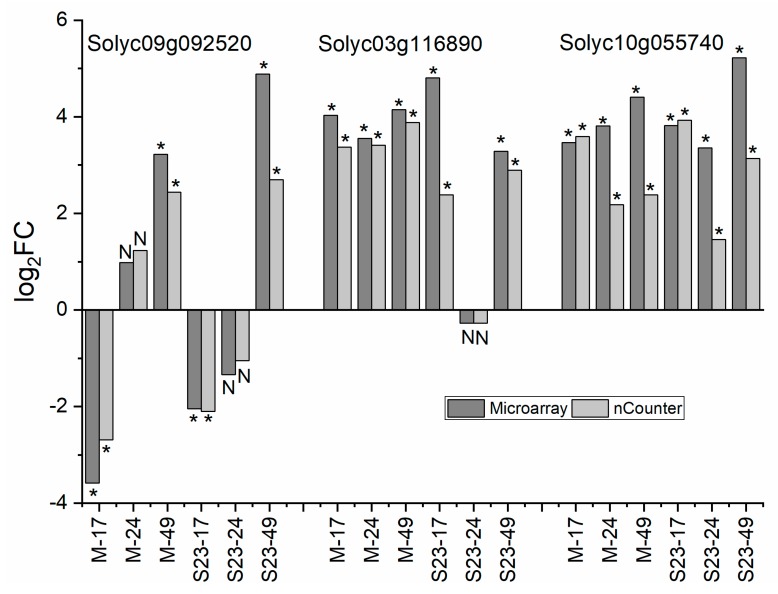
Validation of microarray results by Nanostring nCounter analysis. * *p* < 0.05; N, not statistically significant.

**Table 1:** Enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway from microarray analysis.

Pathway	PSTVd-M			PSTVd-S23		
	17 dpi	24 dpi	49 dpi	17 dpi	24 dpi	49 dpi
**Down-regulated**						
Biosynthesis of secondary metabolites	2.50 × 10^−4^	4.06 × 10^−2^		2.03 × 10^−2^	2.25 × 10^−4^	4.66 × 10^−4^
Phenylpropanoid biosynthesis	4.27 × 10^−4^			4.60 × 10^−3^		
Plant hormone signal transduction		1.77 × 10^−2^			1.37 × 10^−3^	
Biosynthesis of unsaturated fatty acids		2.20 × 10^−2^				
Lysine degradation		2.20 × 10^−2^				
Carotenoid biosynthesis					2.31 × 10^−5^	
Regulation of autophagy						9.90 × 10^−3^
**Up-regulated**						
alpha-Linolenic acid metabolism	1.04 × 10^−2^	7.72 × 10^−7^	9.53 × 10^−3^	1.65 × 10^−3^		
Plant hormone signal transduction	1.04 × 10^−2^	1.19 × 10^−5^	3.08 × 10^−2^	1.22 × 10^−2^		
Biosynth of secondary metabolites		2.52 × 10^−4^	6.62 × 10^−7^	3.23 × 10^−2^		6.40 × 10^−5^
Endocytosis	2.26 × 10^−2^	1.01 × 10^−3^				
Ribosome			7.99 × 10^−13^			3.55 × 10^−12^
Steroid biosynthesis			1.14 × 10^−4^			8.13 × 10^−3^
Cysteine and methionine metabolism			1.60 × 10^−4^			1.24 × 10^−4^
Plant-pathogen interaction			2.53 × 10^−2^			4.99 × 10^−2^
Biosynthesis of amino acids			4.54 × 10^−3^			1.12 × 10^−6^
Protein processing in ER			9.19 × 10^−3^			1.56 × 10^−2^
Phenylalanine, tyrosine and tryptophan biosynthesis			3.10 × 10^−2^			9.77 × 10^−4^
Proteasome			3.16 × 10^−2^			7.98 × 10^−6^
Carbon metabolism						4.43 × 10^−5^
Carbon fixation in photosynthetic organisms				1.65 × 10^−3^		4.35 × 10^−2^
Carotenoid biosynthesis	2.26 × 10^−2^			3.23 × 10^−2^		
Glyoxylate and dicarboxylate metabolism			4.86 × 10^−2^			
Spliceosome						1.24 × 10^−4^
Peroxisome						3.88 × 10^−3^
Oxidative phosphorylation						8.13 × 10^−3^
Phagosome						2.49 × 10^−2^

Selected top categories are presented. q value is provided for each enriched pathway at indicated time.

## Supplementary Materials

The following are available online at https://www.mdpi.com/1999-4915/11/11/992/s1, Figure S1: Correlation of microarray and RNA-seq data for DEGs identified in microarray. Table S1: Probes used in the NanoString nCounter gene expression analysis. Table S2. Tomato DEGs identified in PSTVd-M- and PSTVd-S23-infected roots by microarray. Table S3. Summary of sequencing libraries. 

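Of the library measures that the paper tabulates, the GC percentage of the reads was 43.8 to 44.6 in mock, 44.2 to 45.2 in PSTVd-M and 44.0 to 45.0 in PSTVd-S23 libraries, and the average read length 132 to 140.1, 114 to 158 and 131 to 149 bases. Total reads per library were 16257883 to 25691638 in the paper's table, of which 10798167 to 16586138 were found again as gene counts.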

Table S4. List of DEGs identified from RNA-seq analysis after tomato infection with PSTVd M and S23 variants at 17 dpi. Table S5. KEGG pathway enrichment of DEGs from microarray analysis. Table S6. All enriched GO terms in the BP category for the down-and up-regulated DEGs (from microarray analysis) at the indicated infection time point. Table S7. All enriched GO terms in the BP category for the all down-and up-regulated DEGs (from RNA-seq analysis) by M and S23 variants, and for DEGs exclusively regulated by only one PSTVd variant. Table S8. Differentially regulated hormone-related genes identified by microarray and RNA-seq. Table S9. Differentially regulated genes encoding TFs and PKs identified by microarray and RNA-seq. Table S10. Differentially regulated cell-wall-related genes identified by microarray and RNA-seq. Table S11. Differentially regulated lignin-related genes identified by microarray and RNA-seq. Table S12. Differentially regulated proteasome-related genes.

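The authors' deposited table of Partek comparisons gives for each gene and contrast a p-value, a q-value, a false discovery rate, a ratio and a signed fold change. Its log2 ratios correlate across 20602 genes with the log2 fold changes obtained here (Pearson 0.994 in PSTVd-M and 0.999 in PSTVd-S23 roots). At an unadjusted p below 0.05 and at least 2-fold, the authors' table calls 1178 genes in PSTVd-M and 1113 in PSTVd-S23 roots, of which 438 are called in both infections in the same and 9 in opposite directions. At a false discovery rate below 0.05, without a fold threshold, it holds 680 genes in PSTVd-M and 677 in PSTVd-S23 roots. Among the genes called by unadjusted p and fold, 99 in each infection have at most 10 counts in every library. A fold above 50 is listed for 129 calls, of which 90 have at most 10 counts in every library and 103 no count in one of the groups compared.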

How the deposited data were processed for this re-analysis (not part of the article)

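The re-analysis used the RNA-seq of 9 tomato roots harvested 17 days after inoculation, 3 from mock-inoculated plants (empty vector), 3 from plants inoculated with PSTVd-M and 3 from plants inoculated with PSTVd-S23. Each root was 1 biological replicate and 1 library, and replicates were not pooled. The labels give no batch, and the replicate numbers are not stated to pair roots across groups. No spike-in, rRNA, leaf, earlier or later RNA-seq values and no raw reads were used, and the microarray was used only as its fold changes stand in the supplementary tables.

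The authors called bases and trimmed adapters in Torrent Suite, removed rRNA and spike-in reads with BBTools (bbsplit, filterbyname), aligned the remaining reads to the tomato genome with TMAP, kept all mappings with the best score, passed unaligned reads to BBMap and quantified ITAG3.2 transcripts in Partek Flow. The versions of BBMap and Partek Flow are not given in the sources used here. The deposited counts are the authors' expected counts per gene, that is estimated reads without normalization, and most of the values are whole. They cover 35768 genes, of which 2946 have no count in any library. Total counts per library lie between 10798167 and 16586138, with 68.0% to 73.5% of the filtered reads found again in the table. The authors' deposited comparisons were made from the same counts with Partek GSA, a test that weighs several models per gene, for PSTVd-M against mock, PSTVd-S23 against mock and both infections together against mock. The p-values of these deposited comparisons, with a Storey q-value and a step-up false discovery rate (FDR), were computed by the authors in Partek GSA from the counts for each of 22142 listed genes. The ratio of the infected to the mock level was estimated by the authors in the same Partek GSA model and deposited as a linear fold without a log transformation. The deposited score is the signed fold change that the authors derived from the ratio, equal to it or, below 1, to its negative inverse. The rule by which genes were left out of these comparisons is not given in the sources used here. The annotation text and positions of genes were taken from the same comparisons, so that families hold only genes listed there.

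Counts were rounded to whole numbers. With R 4.3.3, genes were filtered with filterByExpr by group, which left 21637, scaled with the TMM method and fitted with edgeR 4.0.16 (quasi-likelihood F test, not robust, group means without a block, all 9 libraries in the same fit, so that the groups share the estimate of spread). The contrasts were PSTVd-M against mock, PSTVd-S23 against mock and PSTVd-S23 against PSTVd-M, and the last tests the difference between the infections directly. A gene counted as changed at an unadjusted p below 0.05 and at least 2-fold, the criterion of the paper, and numbers at a Benjamini-Hochberg adjusted p below 0.05 (edgeR's, over all tested genes) are given beside it. Adjusted p-values of single genes are from edgeR unless another tool is named. CPM are counts scaled to the effective library size, and log2 CPM for the principal components used a prior count of 2. Where a group had no count, the fold is a lower bound against 3 counts over that group, groups with 1 to 3 counts are given as a ratio with a 95% counting interval, and no fold is given where both groups are at or under this floor. Intervals and floors cover counting error only. A bound takes the count of the other group as observed and leaves out its counting error.

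The filter asks for 0.706 CPM (before TMM scaling) in at least 3 libraries, the lowest mean of a tested gene was 0.318 CPM, and 3 counts correspond to 0.181 to 0.278 CPM in single libraries. The biological coefficient of variation was 25.6%. Between replicates of a group, the squared difference was 12.5 to 43.3 times what counting error gives on average per gene, so that counting error alone does not account for the spread. Each root is 1 library, so that roots and library preparation are not separated. These averages do not show how the spread varies with abundance.

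Families were fixed from words in the annotation, namely expansin, XTH, cell wall, peroxidase, auxin response, WRKY, chlorophyll a-b binding, ubiquitin ligase, protein kinase, JAZ and pathogenesis-related 1, and tested with camera of limma 3.58.1 (preset correlation between genes 0.01) in both infections, 22 tests adjusted together. fry and camera with an estimated correlation were run beside it, and a family needed at least 3 tested genes. The tests of these families between the infections were added after the data had been seen. The gene lists of the paper's supplementary tables were tallied in the same fit, with the adjustment over the list alone given beside that over all genes. The study chose these lists on the same libraries. Smaller annotation groups and groups of words in the annotation with at least 10 tested genes were tallied after the values were seen.

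Genes named in the text follow a rule that was written when the values in the paper's tables had been seen. It takes every gene that the text of the paper names in a statement on RNA-seq or on roots at 17 dpi (42 genes, 35 of them tested), the 5 genes with the largest increase and the 5 with the largest decrease against mock in each infection, and the 3 of each direction between the infections, ranked by the fitted log2 fold change (which depends on the prior count where a group has no count), among genes with an adjusted p below 0.05 whose infected libraries all lie above or all below the others. It adds the gene with the lowest p in each contrast from each of the paper's lists of hormone, cell wall, phenylpropanoid and lignin, and ubiquitin genes, but not from those of transcription factors and protein kinases. Genes that the paper names without an identifier were matched by their symbol in the authors' deposited table or in the supplementary tables, and symbols that could not be placed in this way, such as EDS1 and CERK1, were not analysed here. In the paper's tables, Cel1 and DREB3 are lower in PSTVd-S23 roots by microarray at 24 dpi and have no value at 17 dpi, so that their values here do not test those statements. In all it holds 82 genes, and a gene named outside it is said to be chosen after its values were seen.

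The microarray comparison used the part of the supplementary probe table at hand, the first 1996 of 3469 probes, and no overlap or enrichment was computed from tables held only in part. Correlations of log2 fold changes were computed over genes with a microarray value at 17 dpi that also had an unadjusted p below 0.05 here, and over all of them.

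The contrasts, tests, families, the rule for named genes and most alternatives were set before the data were examined. The alternatives were DESeq2 1.42.0 and limma-voom in place of edgeR, RLE and upper-quartile scaling in place of TMM, no filter and a stricter filter (CPM above 1 in at least 3 libraries), a fit of the 2 compared groups only, the replicate number as a block, each of the 9 libraries left out in turn, an unadjusted p below 0.01, an adjusted p below 0.05 with at least a 2-fold change, and, for families, fry and the estimated correlation. The GC percentage of each library as a covariate was added after the data had been seen. The number of genes called was also counted for all 10 splits of the 6 libraries of each contrast into groups of 3.

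The fit was tested on simulated data with 199 to 200 genes changed in each infection. Of 21561 genes in the simulated comparison of PSTVd-M with mock, 150 of 199 changed genes had an adjusted p below 0.05 with 7 false ones by edgeR, 27 false ones by DESeq2 and 8 by limma-voom, and 258 unchanged genes passed the unadjusted criterion by edgeR. For PSTVd-S23 against mock, 146 of 200 were recovered with 3 false ones by edgeR (DESeq2 15, limma-voom 4), and between the infections 309 of 398 with 12 (DESeq2 38, limma-voom 14). Of 100 unchanged sets of 40 genes among 21562 simulated genes, camera called 0 at an unadjusted p below 0.05, fry 8 and camera with the estimated correlation 0. The simulated genes were drawn independently, so that these numbers do not show the error of camera for families whose genes vary together. In 20 further simulations without any change the 2 infections shared the mock libraries, as in the study. The sample columns were checked against the labels, all of them were used, and samples were grouped by the labels alone.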

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

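Of the tests in this part, those of neighbouring genes and of the set of genes silent in PSTVd-M roots were chosen only after the results were seen, and the GC covariate was chosen after the relation of a component to the GC percentage had been seen. Groups of 3 libraries were not tested for outliers.

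The first result is a difference between groups. At adjusted p below 0.05, 117 genes differ between PSTVd-S23 and PSTVd-M roots in the direct test of the difference by edgeR, 93 higher and 24 lower in PSTVd-S23. The paper compares the infections by the overlap of their lists and does not report this test. The number falls to 29, 38 and 44 without PSTVd-M replicates 1, 2 and 3, each of which is 1 of only 3 libraries of that group. All 10 splits of the 6 libraries into groups of 3 were fitted. The real split had the most genes at an unadjusted p below 0.05 and at least 2-fold (1 of 10 splits with as many), and the others called 132 to 745 genes, and 0 or 1 at adjusted p below 0.05. With 10 splits the share cannot go under 1 in 10, so that chance cannot be excluded by this count.

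Several technical explanations of these 117 genes are argued against by the tables. If PSTVd-S23 replicate 3, which lies near the mock libraries, were the cause alone, few genes would be left without it, but 111 were, 84 of them among the 117. If the GC content of the libraries were the whole cause, few would be left with the GC percentage as a covariate, but 234 were, 116 of them among the 117. Total counts overlap between the groups (11885840 to 16586138 in PSTVd-M and 11994185 to 15859972 in PSTVd-S23 libraries), and the 10 most abundant genes take 4.21% to 4.79% and 4.26% to 4.47% of them. Stretches of the genome that differ between the plants may explain part of the genes, since 17 genes nearly silent in every PSTVd-M library are among those that differ. How far they go beyond these is left open, because 2 counts part from each other. Of all 111 placed genes, 50 have another within 500 kb, where random sets have a median of 34 and a highest of 51 (permutation p = 0.00799). Counted once per description, 31 of 98 do, where random sets have a median of 30 (permutation p = 0.434). With the silent genes left out, the numbers are 33 of 95 (permutation p = 0.0909) and 18 of 85 (permutation p = 0.854). A stretch that holds a single changed gene would show in neither count. What stays open beside this is an effect of the viroid variant and any difference between the plants or the handling of the 2 groups, which the design confounds with it. Because the libraries carry no batch label, a batch was not tested.

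The second result is a signal in a comparison that the authors deposited and the paper does not report. With the 2 infections pooled against mock, 2162 genes have an adjusted p below 0.05 by edgeR, 1096 higher and 1066 lower, and 480 of them pass this threshold in neither infection alone. At an unadjusted p below 0.05 and at least 2-fold 1547 genes change, 728 higher and 819 lower. The authors' deposited comparison of both infections together against mock holds 978 genes at the same unadjusted criterion and 1158 at a false discovery rate below 0.05, and 34 genes are called only there. Pooling doubles the infected libraries, so that more genes past the threshold are what the construction gives.

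The number depends on single libraries. It was 211, 180 and 557 without mock replicates 1, 2 and 3, 1178 and 1390 without PSTVd-M replicates 1 and 3, and 3446 without PSTVd-S23 replicate 3. A single mock library as the cause of the whole response was tested by leaving out each in turn, and the lowest number left was 180, so that no single mock library accounts for all of it. As the mock libraries are shared, a technical difference between all mock and all infected libraries cannot be separated from infection by RNA-seq alone. Of genes with a microarray value at 17 dpi, 259 of 262 in PSTVd-M and 290 of 292 in PSTVd-S23 roots had the same sign. This argues against the sequencing libraries as the cause for these genes, which the microarray chose. A difference between the plants or the RNA would show in both methods and stays open. A response common to both viroid variants remains a possible explanation beside it.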

How the results depend on the processing

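Every alternative named here was set before the data were examined except the GC percentage of each library as a covariate, which was chosen after seeing the data. No result changed to the opposite direction while past its threshold under any alternative run. Leaving out any 1 library leaves 2 in its group, and the spread is then pooled over all groups.

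For genes changed in PSTVd-M roots (1820 at an unadjusted p below 0.05 and at least 2-fold), genes changed in PSTVd-S23 roots (1705) and genes differing between PSTVd-S23 and PSTVd-M roots (1010), DESeq2, limma-voom, RLE and upper-quartile scaling, both filters, the fit of 2 groups and the block by replicate number stayed within 1.5 times the reported number. The threshold moved all of them. An adjusted p below 0.05 and at least 2-fold left 759, 623 and 105 genes, and an unadjusted p below 0.01 and at least 2-fold left 1171, 1042 and 554, which follows from a stricter threshold on the same test. With 1 library left out the numbers ranged from 1569 to 2007, from 1462 to 2404 and from 975 to 1297. With the GC percentage as a covariate 2907 genes changed in PSTVd-M roots; the cause was not tested.

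Genes changed in both infections in the same direction were 733, with 239 at an adjusted p below 0.05 and at least 2-fold, 413 at an unadjusted p below 0.01 and at least 2-fold, 1288 with the GC percentage as a covariate (the cause was not tested), and 589 to 995 with 1 library left out. Genes changed in opposite directions were 24, with 2 and 6 under the stricter thresholds and 10 to 29 with 1 library left out. The 10 were without mock replicate 1, the only library that moved this number by more than 1.5 times; the cause was not tested. The correlation of the fold changes of the 2 infections, 0.609, lay between 0.528 and 0.648 with 1 library left out, and genes at p below 0.05 in either infection, 7843, between 5962 and 8608.

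The numbers at an adjusted p below 0.05 depended on the fit. For genes changed in PSTVd-M roots at adjusted p below 0.05, 1389 by edgeR, DESeq2 gave 3065, a fit of only the 2 groups compared 2902 and the GC covariate 2784. For genes changed in PSTVd-S23 roots at adjusted p below 0.05, 1225 by edgeR, these gave 2807, 538 and 2610. For genes differing between PSTVd-S23 and PSTVd-M roots at adjusted p below 0.05, 117 by edgeR, they gave 747, 77 and 234, and the data without a filter 235. In data simulated with 199, 200 and 398 changed genes for these comparisons, DESeq2 called 27, 15 and 38 unchanged genes where edgeR called 7, 3 and 12. Apart from this, the cause was not tested.

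Single libraries moved the first 2 of these numbers further than the fits did, but not the third. Genes changed in PSTVd-M roots at adjusted p below 0.05 ranged from 137 to 2521, with 190, 137 and 223 without mock replicates 1, 2 and 3, 267, 488 and 303 without PSTVd-M replicates 1, 2 and 3, and 2521 without PSTVd-S23 replicate 3. Genes changed in PSTVd-S23 roots at adjusted p below 0.05 ranged from 23 to 2128, with 48, 23 and 267 without the same mock libraries, 622 without PSTVd-M replicate 1, 468 without PSTVd-S23 replicate 1 and 2128 without PSTVd-S23 replicate 3. Genes differing between PSTVd-S23 and PSTVd-M roots at adjusted p below 0.05 ranged from 29 to 154, with 29, 38 and 44 without PSTVd-M replicates 1, 2 and 3. Fewer libraries in a compared group lower the power of a test by construction. In PSTVd-M against mock roots, PSTVd-S23 replicate 3 enters only through the shared estimate of spread, the filter and the scaling. Which of these raised that number, and why the number in PSTVd-S23 roots rose, was not tested here.

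With the replicate number as a block, 519 genes changed in PSTVd-M roots at adjusted p below 0.05, 552 genes changed in PSTVd-S23 roots at adjusted p below 0.05 and 65 differed between the infections at adjusted p below 0.05. The block takes degrees of freedom from the test, and the replicate numbers are not stated to pair the roots, so that these numbers say nothing on the size of the effects.

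The correlation of RNA-seq and microarray log2 fold changes in PSTVd-M roots, 0.963, ranged from 0.948 to 0.966 with 1 library left out and was 0.941 over all genes of the microarray table in the fit, where genes above p of 0.05 are included by construction. The correlation of RNA-seq and microarray log2 fold changes in PSTVd-S23 roots, 0.958, ranged from 0.935 to 0.964.

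Of the 22 gene family tests, 18 had an adjusted p below 0.05 by camera with the preset correlation, 13 by fry and 2 by camera with the correlation estimated for each family. The estimated correlation widens the test by construction. With 1 library left out the number was 17 to 19. Auxin response genes in PSTVd-M roots lost their call without PSTVd-M replicate 1 (adjusted p = 0.0561) or 2 (0.114), and ubiquitin ligase and JAZ genes in PSTVd-S23 roots without PSTVd-S23 replicate 2 (0.0631 and 0.251). Chlorophyll a-b binding genes in PSTVd-M roots gained a call without mock replicate 2 (0.0123), and chlorophyll a-b binding genes in PSTVd-S23 roots without mock replicate 1 (0.0235), without PSTVd-S23 replicate 2 (0.0295) or without a filter (0.0234). DESeq2, limma-voom, both scalings, the strict filter, the fit of 2 groups and the block changed no call of a family. With the GC covariate, auxin response genes in PSTVd-M roots lost their call (0.296) and chlorophyll a-b binding genes in PSTVd-M roots gained one (0.00273).

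The genes of the study lists called at an unadjusted p below 0.05 and at least 2-fold, summed over lists and infections, were 609, and 474 to 648 with 1 library left out. Over the 26 numbers for single lists, those that moved by more than 1.5 times were 4 with limma-voom, 2 with the block, 1 each with DESeq2, RLE and the fit of 2 groups, 4 with the GC covariate and 0 to 3 with 1 library left out. In PSTVd-M roots these were the lists of auxin (8 genes called without mock replicate 3), cytokinin (4 without PSTVd-M replicate 2) and ubiquitin genes (12 without mock replicate 1). In PSTVd-S23 roots they were the lists of ethylene (1 without mock replicate 1), gibberellin (1 without PSTVd-S23 replicate 1 or 2), brassinosteroid (3 without PSTVd-S23 replicate 2), jasmonic acid (3 without mock replicate 1 or PSTVd-S23 replicate 2, 4 without mock replicate 3) and salicylic acid genes (2 without PSTVd-M replicate 2 or PSTVd-S23 replicate 3).

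For the named genes, 225 tests were made (each gene in 3 contrasts), 100 with an adjusted p below 0.05. With 1 library left out this number was 38 to 121, with 47, 38 and 58 without mock replicates 1, 2 and 3 and 53, 65 and 65 without PSTVd-M replicates 1, 2 and 3. With DESeq2 32 tests gained a call and 0 lost one, with limma-voom 7 and 24, with RLE scaling 0 and 1, with upper-quartile scaling 2 and 2, without a filter 15 and 0, with the block 0 and 30, and with the GC covariate 26 and 4. The strict filter gave values for 222 tests (1 gained, 1 lost) and the fit of 2 groups for 213 (11 gained, 16 lost), and for the others these alternatives gave no value. Signs differed only where neither value was past its threshold, in at most 8 of the 225 tests under any alternative.

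Normalization shifted the median of all genes by little, from 2.6e-04 with TMM to -0.048 with upper-quartile scaling in PSTVd-M roots, the largest shift among the scalings. Depth limits the rare genes. The filter removes genes that reach 0.706 CPM (before TMM scaling) in fewer than 3 libraries, 2946 genes have no count at all, and for genes with at most 3 counts in a group only bounds or wide intervals can be given.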

Differences from the paper's values

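Of the settings in this part, only the GC percentage as a covariate was chosen after seeing the values. Values given here come from edgeR unless an alternative or the authors' deposited table is named, whereas the paper used Partek GSA. A count is said to differ from the paper's when one is more than 1.5 times the other, so that a count that does not differ in this sense can still be higher or lower. Correlations are said to differ when they part by more than the jackknife SE over libraries (0.0198 in PSTVd-M and 0.0420 in PSTVd-S23 roots).

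The number of genes changed in PSTVd-M roots at p below 0.05 and at least 2-fold was 1820, against the paper's 1168. Of the 19 alternatives set before the data were examined, 15 differ from the paper's value and 4 do not. Those that differ lie above it, except an adjusted p below 0.05 with at least a 2-fold change, which lies below it (759). Those that do not differ are the strict filter (1734), the fits without mock replicate 1 (1569) and without PSTVd-M replicate 3 (1633), and the threshold of p below 0.01 (1171). In PSTVd-S23 roots the number was 1705, against the paper's 1101. Here 13 of 19 alternatives differ, again all above the paper's value except an adjusted p below 0.05 with at least a 2-fold change (623). The 6 that do not differ are the strict filter (1601), the fit of only the 2 groups compared (1520), the fits without mock replicate 1 (1462), without mock replicate 2 (1610) and without PSTVd-S23 replicate 1 (1619), and the threshold of p below 0.01 (1042).

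Genes changed in both infections, in the same or in opposite directions, were 757, against about 440 in Fig. 2D of the paper, read by eye. Of 19 alternatives set before the data were examined 16 differ, all above it except an adjusted p below 0.05 with at least a 2-fold change (241), and the fits without mock replicate 1 (599) and without PSTVd-M replicate 3 (636) and the threshold of p below 0.01 (419) do not. Genes changed in opposite directions were 24, against about 8 in Fig. 2E of the paper, read by eye. Here 17 of 19 alternatives differ, all above it except the same adjusted threshold (2), and the fit without mock replicate 1 (10) and the threshold of p below 0.01 (6) do not.

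The Pearson correlation with the microarray over genes called by the microarray was 0.941 in PSTVd-M and 0.944 in PSTVd-S23 roots, against the paper's 0.81 and 0.79. The genes are not the same, since the part of the microarray table used here holds the first 1996 of 3469 probes, and 262 and 292 genes were compared. All 17 alternatives set before the data were examined differ from the paper's values, with correlations of 0.919 to 0.942 and of 0.908 to 0.954.

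Among statements on single genes, the paper has FLS2 repressed in PSTVd-M roots at 17 dpi, without an identifier and from microarray and RNA-seq together. The gene with this symbol in the authors' deposited table, fls2 (Solyc02g070890.3), was higher there and here, with a log2 fold change of 1.04 (adjusted p = 0.289), and between 0.87 and 1.64 under the alternatives, of which the GC covariate (1.64) was chosen after seeing the values. The paper has respiratory burst oxidase repressed in the same infection, also without an identifier. Of 8 tested genes with this annotation 0 were called by edgeR at an unadjusted p below 0.05 and at least 2-fold, and 1 was lower at adjusted p below 0.05 with less than a 2-fold change. Solyc08g081690.3, rboh1 in the authors' deposited table and annotated as an NADPH oxidase, was lower as well, by less than 2-fold (log2 fold change -0.52, adjusted p = 0.0483, chosen after its values were seen).

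The paper places Cel2 (Solyc09g010210.3) among genes lower only in PSTVd-S23 roots. Its sign was negative there, with a log2 fold change of -1.20, but it did not pass an unadjusted p of 0.05. It passes the paper's criterion with DESeq2 (-1.19), with limma-voom (-1.64), without a filter (-1.21), without PSTVd-S23 replicate 3 (-2.00) and with the GC covariate (-2.08), which was chosen after seeing the values. LOX3 (Solyc01g006560.3), strongly lower in PSTVd-M roots in the paper, had 2 counts over the mock and 0 over the PSTVd-M libraries, under the floor at which a fold can be given.

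For chlorophyll a-b binding genes the paper has as many higher as lower in PSTVd-M roots and most of the changed ones higher in PSTVd-S23 roots. Here 0 were higher and 2 lower in PSTVd-M and 1 higher and 1 lower in PSTVd-S23 roots among 25 tested genes, and the authors' deposited table holds 2 and 2, and 5 and 1. Of the genes that this table calls higher, only Solyc02g070950.1 in PSTVd-S23 roots passed the filter on low counts (named after its values were seen). Solyc02g070950.1 and the genes that the table calls lower were called here in the same direction, so that the counts part through the filter. For photosystem genes the paper has most changes upward in PSTVd-S23 roots. Of 49 tested photosystem I genes 0 were called higher and 1 lower and of 54 photosystem II genes 1 and 1, but positive signs were seen in 41 and 48 of them, with medians of 0.35 and 0.44.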

Other observations

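Of the tests in this part, those on the genes silent in PSTVd-M roots, on mock replicate 1, on the depth of PSTVd-S23 replicate 3, on the large folds, on dividing cells, on the components and on groups of genes sharing a word in their annotation were chosen only after the result was seen. The tests of separate mock libraries, of a label swap and of other splits were not.

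Other splits of the libraries called fewer genes than the real ones. With mock and PSTVd-M libraries mixed in groups of 3, the 9 other splits called 120 to 292 genes at an unadjusted p below 0.05 and at least 2-fold against 1820, and with mock and PSTVd-S23 libraries 178 to 794 against 1705. At adjusted p below 0.05 they called 0 by edgeR. In each case 1 of 10 splits, the real one, called as many. The share cannot go under 1 in 10, so that chance cannot be excluded by this count.

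The fold changes of the infections go together across genes, in part by construction, since both are taken against the same mock libraries. With separate mock libraries the lowest correlation over 6 choices was 0.389, which argues against the shared libraries as the whole cause. A common response to viroid infection remains open, as does any other difference between all mock and all infected libraries. For the genes that the microarray called, the sequencing libraries as the cause are argued against by the signs given above.

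Among tested genes, 17 were above 1 CPM in every mock and PSTVd-S23 library and at least 10-fold lower in every PSTVd-M library. Depth is argued against, because the PSTVd-M libraries hold on average 114.6% of the counts of the mock libraries. So is a chance set of libraries, because 1 of the 84 sets of 3 libraries, the PSTVd-M set, has as many such genes, and the next has 2. By the same rule for single libraries, 5 of 9 had such genes, up to 10 in 1 library, so that near silence was not confined to whole groups. Of the 17 genes, 16 were placed on a chromosome, and 8 of these have another within 500 kb. The highest of 10000 random sets had 7 (permutation p = 1e-04, the smallest these sets can give). Counted once per description, 6 of 15 have such a neighbour (permutation p = 0.00500), among them 2 adjacent MADS-box genes with different descriptions. If a neighbour counts only when the descriptions share no word (words in at least 1% of the descriptions aside), 4 of 16 have one (permutation p = 0.0528), so that the nearness rests in part on neighbouring copies. A candidate explanation is that the PSTVd-M plants carried different alleles, or lacked copies, in some stretches of the genome, so that the silence would come from the plants and not from the viroid. The design confounds this with the infection, and silencing of these genes by PSTVd-M remains open, as no reads or genotypes were analysed here. A source of reads outside the tomato root could also make genes vary together. Over the 6 other libraries, with group means removed, their mean pairwise correlation was 0.664, above all of 1000 random sets of like abundance, but without mock replicate 1 it was 0.00362, reached by 36% of random sets. As the first value rests on 1 library, these tests leave the explanation open, and it cannot be told apart from the others.

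Mock replicate 1 holds about 1 part in 2 of the silent genes' level. Its ratio to the other mock libraries had a median of 0.478 over the 17 genes (0.350 to 0.916), where the lowest of 1000 random sets had 0.754. Scaling of the library is argued against, since the median ratio over all tested genes was 0.997. Infected PSTVd-M roots mixed into this library are argued against too. At the silent genes they would need a share of 0.522 (95% bootstrap interval over genes 0.494 to 0.577), and they would bring the transcripts that infection raises. The 64 genes at least 4-fold higher in every PSTVd-M library than in mock replicates 2 and 3 lay in mock replicate 1 at a median position of 0.0388 (0.0118 to 0.158) between those 2 mock libraries (0) and the PSTVd-M libraries (1), and 5 of them at 0.5 or above. A mock plant that carries 1 copy of such stretches, or uninfected roots of plants that lack them, may explain the level, and neither was tested. No biological explanation for mock replicate 1 was tested.

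PSTVd-S23 replicate 3 lies nearer the mock libraries than the other PSTVd-S23 libraries. Each library was placed between the mock level (0) and the PSTVd-S23 level (1) on the genes called at an unadjusted p below 0.05 and at least 2-fold when it was left out. The median position of PSTVd-S23 replicate 3 was 0.459 on 2355 genes (0.464 on the 1220 at adjusted p below 0.05 and at least 2-fold), and those of PSTVd-S23 replicates 1 and 2 were 0.808 on 1583 and 0.754 on 1623 genes. The gene sets and the reference differ, since the PSTVd-S23 level for replicates 1 and 2 includes replicate 3. A label swapped with a mock library is argued against, because the highest median position of a mock library was 0.174, with the PSTVd-S23 level taken from replicates 1 and 2, so that none lies at that level. Low depth is argued against as well. Thinned to the total count of replicate 3 in 20 draws each, PSTVd-S23 replicates 1 and 2 had median positions of 0.798 to 0.817 and 0.741 to 0.762, above that of replicate 3 (95% bootstrap interval over genes 0.430 to 0.485). A weaker or later infection of this root is a possible explanation that no value here tests. On the second component replicate 3 lies at 68.6, outside both the mock libraries (-27.0 to -10.5) and PSTVd-S23 replicates 1 and 2 (41.5 and 31.1). This argues against mock material mixed with roots like replicates 1 and 2 as the whole cause. A mixture as part of the cause, or with a root unlike them, stays open.

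The third principal component follows the GC percentage of the reads (Pearson correlation -0.863 over 9 libraries, permutation p = 0.00292, adjusted p = 0.0263 over 9 relations of 3 components to GC percentage, total count and read length). Without the 2 libraries farthest from the rest it was -0.928, and with group means removed -0.855 (permutation p = 0.00926 over the 216 orders within groups). The other 8 relations had an adjusted p of at least 0.324. With group means removed, however, the first component was also related to the GC percentage (-0.773, permutation p = 0.0185, not adjusted for the 9 relations), where over all libraries its correlation was 0.221. A difference in library preparation may underlie it. The component was noticed in these data and tested on them, and no biological explanation was tested.

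The large folds of the authors' deposited table belong mostly to rare genes. Of 129 calls with a fold above 50, 69.8% have at most 10 counts in every library, and 103 have no count in one of the groups. Few reads are a likely source of the size of these folds, whereas the direction of single genes was not tested by this.

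Expansin and XTH genes fall in both infections, and fewer dividing cells could lower them. In PSTVd-S23 roots the median log2 fold change of 54 core histone genes was -0.31, with 43 negative signs and 0 called by edgeR in either direction, and in PSTVd-M roots it was -0.11. The unadjusted p of camera was 0.00181 and 0.180, that of fry 0.153 and 0.503, and that of camera with the estimated correlation 0.370 and 0.695. For 16 cyclin genes the medians were -0.50 and -0.12, with an unadjusted p by camera of 0.0658 and 0.253. The tests part from each other and the root itself was not examined, so that fewer dividing cells and a direct effect on cell wall genes cannot be told apart.

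Of 292 groups of genes sharing a word in their annotation, 12 had an adjusted p below 0.05 by camera in PSTVd-M roots, 32 in PSTVd-S23 roots and 19 between the infections. By fry the numbers were 28, 30 and 0, and by camera with the estimated correlation 0, 0 and 0.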
